# The Oxidative Stress Response Highly Depends on Glucose and Iron Availability in *Aspergillus fumigatus*

**DOI:** 10.3390/jof10030221

**Published:** 2024-03-18

**Authors:** Tamás Emri, Károly Antal, Kinga Varga, Barnabás Csaba Gila, István Pócsi

**Keywords:** *Aspergillus fumigatus*, carbon limitation, deferiprone, iron homeostasis, oxidative stress, RNA sequencing

## Abstract

Pathogens have to cope with oxidative, iron- and carbon(glucose)-limitation stresses in the human body. To understand how combined iron–carbon limitation alters oxidative stress responses, *Aspergillus fumigatus* was cultured in glucose–peptone or peptone containing media supplemented or not with deferiprone as an iron chelator. Changes in the transcriptome in these cultures were recorded after H_2_O_2_ treatment. Responses to oxidative stress were highly dependent on the availability of glucose and iron. Out of the 16 stress responsive antioxidative enzyme genes, only the *cat2* catalase–peroxidase gene was upregulated in more than two culturing conditions. The transcriptional responses observed in iron metabolism also varied substantially in these cultures. Only extracellular siderophore production appeared important regardless of culturing conditions in oxidative stress protection, while the enhanced synthesis of Fe-S cluster proteins seemed to be crucial for oxidative stress treated iron-limited and fast growing (glucose rich) cultures. Although pathogens and host cells live together in the same place, their culturing conditions (e.g., iron availability or occurrence of oxidative stress) can be different. Therefore, inhibition of a universally important biochemical process, like Fe-S cluster assembly, may selectively inhibit the pathogen growth in vivo and represent a potential target for antifungal therapy.

## 1. Introduction

*Aspergillus fumigatus* is a well-known opportunistic fungal pathogen responsible for a wide range of diseases from allergic reactions to systemic infections. Invasive aspergillosis, as the most life threatening systemic infection frequently caused by *A. fumigatus*, annually affects more than 250,000 people worldwide [1]. The high mortality rate of systemic aspergillosis (40–90%; [2]) as well as the increasing acquired resistance of *A. fumigatus* to antifungals [3,4] accelerated research to elucidate how *A. fumigatus* is able to survive in the human body even under treatment of the infection.

Microbial pathogens have to adapt to ever-changing and often hostile microenvironments within the host [5]. Oxidative stress induced by macrophages and neutrophils is an important part of the many ways in which the human body controls microbial infections [6,7]. Hence, an efficient oxidative stress response is thought to be an important requirement for virulence of microbes including *A. fumigatus* [8]. The increased susceptibility of patients deficient in reactive oxygen species (ROS) production to fungal infection also underlines this view [9]. However, some of the experimental data do not support the hypothesis that decreased oxidative stress tolerance is accompanied by hypovirulence (Table 1). A deficiency of OxrA (oxidation resistance 1 protein) in *A. fumigatus* resulted in hypovirulence and increased susceptibility to ROS [10]. Inactivation of the *aspf3* gene encoding a peroxiredoxin reduced oxidative stress tolerance of *A. fumigatus* which was accompanied with decreased virulence in a mouse model of pulmonary aspergillosis [11]. Deletion of the *pes1* gene encoding a non-ribosomal peptide synthase decreased oxidative stress tolerance and resulted in hypovirulence [12], while the triple deletion of *ppoA*, *ppoB*, and *ppoC* fatty acid oxygenase genes increased both H_2_O_2_ tolerance and virulence [13]. In contrast, although deletion of *sod1* (cytoplasmic CuZn-superoxide dismutase (SOD) gene) or *sod2* (mitochondrial MnSOD gene) but not *sod3* (cytosolic MnSOD gene) increased oxidative (menadione) stress sensitivity of *A. fumigatus*, but even the triple mutant (Δ*sod1*Δ*sod2*Δ*sod3*) had no decreased virulence in murine aspergillosis models [14]. Similarly, deletion of *catA* encoding a conidial catalase decreased H_2_O_2_ tolerance but did not influence virulence of *A. fumigatus* [15]. Deletion of *cat1* or *cat2* encoding mycelial catalase and mycelial catalase–peroxidase, respectively, had no effect on H_2_O_2_ susceptibility and virulence, and even the double-gene-deletion mutant had only slightly increased H_2_O_2_ sensitivity and slightly delayed infection in a rat aspergillosis model [15,16].

The Sho1 sensor and PkcA and MpkA protein kinases as well as Skn7 and Yap1 transcription factors were found to be important in the regulation of the oxidative stress response [17,18,19,20,21]. The absence/reduced activity of these proteins did not alter the virulence of *A. fumigatus*, however increased oxidative stress sensitivity. Moreover, oxidative stress tolerance of *A. fumigatus* is not unique compared to other *Aspergillus* strains with limited medical importance [22,23]. The lack of a link between oxidative stress tolerance and virulence is generally explained by the rather redundant nature of the oxidative stress defense system in *A. fumigatus* [5]. Most in vivo aspergillosis models are based on infection of immunosuppressed rodents. The leukopenic state of the animals may reduce the need for strong oxidative stress tolerance in the fungus, which may also explain why some oxidative stress-sensitive mutants did not show reduced virulence [24].

**Table 1:** In vivo virulence of *A. fumigatus* mutants with altered oxidative stress tolerance.

Genetic Manipulation	Function of the Gene(s)	Phenotype of the Mutant		Reference
Δ*oxrA*	oxidation resistance protein	decreased H_2_O_2_ tolerance	hypovirulence (mice)	[10]
Δ*aspf3*	peroxiredoxin	decreased H_2_O_2_ and O_2_^−^ tolerance	hypovirulence (mice)	[11]
Δ*pes1*	nonribosomal peptide synthetase	decreased H_2_O_2_ and HOCl tolerance	hypovirulence (*Galleria mellonella*)	[12]
Δ*ppoA*, Δ*ppoB*, Δ*ppoC*	fatty acid oxygenases	increased H_2_O_2_ tolerance	hypervirulence (mice)	[13]
Δ*sod1*Δ*sod2*Δ*sod3*	SODs	decreased menadione tolerance	no effect on virulence (mice)	[14]
Δ*catA*	catalase	decreased H_2_O_2_ tolerance	no effect on virulence (rat)	[15]
Δ*cat1,* Δ*cat2*	catalase and catalase-peroxidase	slightly decreased H_2_O_2_ tolerance	slightly delayed infection (rat)	[15]
Δ*sho1*	transmembrane osmosensor	decreased H_2_O_2_ and menadione tolerance	no effect on virulence (mice)	[19]
*pkcA^G579R^*	protein kinase	decreased paraquat and menadione tolerance	no effect on virulence (mice)	[21]
Δ*mpkA*	protein kinase	increased H_2_O_2_ and decreased menadione tolerance	no effect on virulence (mice)	[20]
Δ*skn7*	transcription factor	decreased H_2_O_2_ and *t*-butyl hydroperoxide tolerance	no effect on virulence (mice)	[17]
*DyapA*	transcription factor	decreased H_2_O_2_ and menadione tolerance	no effect on virulence (mice)	[18]

Experimental data demonstrate that a stress response or the susceptibility to a stressor highly depend on culturing conditions like the type and availability of carbon sources [25,26,27], the availability of other nutrients like iron [23,28], or the effect of other stressors acting sequentially or concomitantly [29,30,31]. This condition dependence of stress responses may explain some of the controversial results with the importance of oxidative stress tolerance in virulence, i.e., the in vitro-identified key elements of the oxidative stress response may not be important under conditions occurring in the human body. In line with this, Brantl et al. [32] found that the Aspf3 peroxiredoxin is essential during infection because it can compensate for the loss of iron-dependent antioxidant enzymes under iron-limitation. Here, we investigated how carbon (glucose) and iron limitation typical for microenvironments of the human host [5] influenced the H_2_O_2_-elicited oxidative stress response of *A. fumigatus*. Evaluation of transcriptome data demonstrated that the changes elicited by H_2_O_2_ highly depended on iron and glucose availability, which was particularly true for iron metabolism genes. Properly regulated iron metabolism appears to be important not only for adaptation to iron limitation but also for coping with oxidative stress. Our work supports the view that elements of the iron metabolism (e.g., Fe-S cluster assembly besides siderophore production) can be potential targets of antifungal therapies.

## 2. Materials and Methods

### 2.1. Strain, Culturing Conditions

The *Aspergillus fumigatus* Af293 strain (CBS 101355, received from the CBS-KNAW culture collection; https://wi.knaw.nl/Collection; accessed on 14 March 2024), maintained on Barratt’s minimal agar plates [33], was used for all experiments. Aliquots (100 mL) of Barratt’s minimal broth supplemented with 5 g/L yeast extract were inoculated with 5 × 10^7^ conidia isolated freshly from 6 d agar plate cultures incubated at 37 °C. Submerged cultures were incubated at 37 °C and 220 rpm shaking frequency (approximately 3.7 Hz) for 17 h. Mycelia from 4 × 100 mL of these exponential growth phase cultures were transferred into 12 × 100 mL fresh minimal broth containing 1.52 g/L KH_2_PO_4_, 0.52 g/L MgSO_4_ 4H_2_O and 0.52 g/L KCl (pH 6.5) and 20 g/L glucose, 4 g/L casein peptone (Merck Ltd., Budapest, Hungary) (“glucose + peptone” or “glucose rich” cultures) as the carbon/energy source. These cultures were supplemented with either 0.1 *v*/*v*% Barratt’s trace element solution [33] (“iron supplemented” cultures) or 0.1 *v*/*v*% iron-free Barratt’s trace element solution and 1 mM deferiprone (DFP, Merck Ltd., Budapest, Hungary; “DFP treated” or “iron limited” cultures) as iron chelator [23]. Cultures were incubated for 8 h at 37 °C and 220 rpm, then some of them were treated with 75 mM H_2_O_2_, and samples were taken for RNA isolation 1 h after oxidative stress treatment. The whole experiment was repeated with minimal broth containing only 4 g/L casein peptone (“peptone” or “glucose free” cultures) (instead of 20 g/L glucose and 4 g/L casein peptone).

### 2.2. Measuring H_2_O_2_ Stress Sensitivity of Surface Cultures with Well Diffusion Assay

Minimal agar plates (iron supplemented and iron-limited plates containing glucose and casein peptone or only casein peptone) contained 20 g/L agar and the same components as described with the submerged cultures. To study the oxidative stress sensitivity of the mycelium, conidia were spread out (100 μL suspension containing 2 × 10^7^ conidia/mL) on agar plates and a well (with 6 mm diameter) was made in the center of each plate. After pre-incubation for 24 h at 37 °C, aliquots (50 μL) of 4 M H_2_O_2_ were pipetted into the wells, and cultures were further incubated for 96 h at 37 °C. Stress sensitivity was characterized with the diameter of the inhibition zone.

### 2.3. Detecting Growth, Redox Imbalance and Triacetylfusarinine C Production

The growth of submerged cultures was measured with the increase in the dry cell mass (DCM) as described by Emri et al. [34]. The H_2_O_2_ treatment induced redox imbalance was characterized with the DCF-assay using 2′,7′-dichlorofluorescein staining [35]. Triacetylfusarinine C (TAF-C) production of DFP treated cultures as an indicator of iron limited conditions was examined with thin-layer chromatography (TLC). Aliquots of cell-free fermentation broth were treated with 1 g/L FeCl_3_, and the pH was set to 6.5. Samples (50 μL) were spotted on to TLC Silica gel 60 (Merck Ltd., Budapest, Hungary), and ferri-siderophores were separated with *n*-butanol:acetic acid:water (60:25:15 *v*/*v*%) solvent.

### 2.4. High Throughput RNA Sequencing

Mycelial samples (from three biological replicates of the eight treatments) were lyophilized, and total RNA was isolated using TRI reagent (Merck Ltd., Budapest, Hungary) according to Chomczynski [36]. RNAseq libraries were prepared and sequenced at the Genomic Medicine and Bioinformatic Core Facility, Department of Biochemistry and Molecular Biology, Faculty of Medicine, University of Debrecen, Debrecen, Hungary. For library preparation, a TruSeq RNA Sample preparation kit (Illumina, Praha, Czech Republic) was used according to the manufacturer’s protocol. All library pools were sequenced (single-read 75 bp sequencing) in one lane of a sequencing flow cell on an Illumina HiScan SQ instrument (Illumina, San Diego, CA, USA), and 11–50 million reads/sample were obtained. In the case of each sample, 80–91% of the reads were successfully aligned (hisat2 version 2.1.0; [37]) to the genome of *A. fumigatus* Af293 (Gene Expression Omnibus database; http://www.ncbi.nlm.nih.gov/geo/; accessed on 14 March 2024; accession number: GSE256524). FeatureCounts 2.0.0 [38] was used to generate read counts and RPKM values (reads per kilobase million), while DESeq2 1.24.0 [39] was used to determine differentially expressed genes.

### 2.5. Evaluation of Transcriptome Data

Principal component analysis (PCA) of the transcriptomes based on the rlog values generated by the DESeq2 (version 1.24.0) software was performed using the “prcomp” function of the R project (https://www.r-project.org/; accessed on 14 March 2024). Multidimensional scaling (MDS) of the transcriptional data of selected gene groups based on Euclidian distances calculated with the rlog values was performed with the “dist” (for creating distance matrix) and “cmdscale” R functions (https://www.r-project.org/; accessed on 14 March 2024).

Upregulated and downregulated genes (treatment responsive genes) were defined as differentially expressed genes (adjusted *p*-value < 0.05; Deseq2), where |log_2_FC| > 1. FC (fold change) stands for the number calculated by the DESeq2 (version 1.24.0) when “A” and “B” transcriptomes (“A” vs. “B”) were compared, and “B” was used as the reference transcriptome.

Gene set enrichment analyses (ShiniGo platform; http://bioinformatics.sdstate.edu/go/; accessed on 14 March 2024) were used to characterize the upregulated and downregulated gene sets. Default settings were applied, and hits with a corrected *p*-value < 0.05 were regarded as significantly enriched.

The enrichment of the following gene groups in the upregulated and downregulated gene sets was tested with Fisher’s exact test (*p* < 0.05; “fisher.test” function of R project; https://www.r-project.org/; accessed on 14 March 2024): “Antioxidative enzyme”, “Autophagy related”, “Chitinase”, “Chitine utilization”, “Fe-S cluster assembly”, “Fe-S cluster protein”, “Glucanase”, “Glutathione degradation and synthesis”, “Heme binding protein”, “Heme biosynthesis”, “Iron acquisition” and “Secondary metabolite cluster” genes [26], as well as “Respiration” genes (KEGG pathway database; https://www.genome.jp/pathway/afm00190; accessed on 14 March 2024).

## 3. Results

In order to study the effect of combined iron–carbon limitation on the oxidative stress response of *A. fumigatus* Af293, mycelia from exponentially growing cultures were transferred into glucose–peptone (glucose-rich cultures) or peptone (glucose-free cultures) containing media either supplemented (iron-limited cultures) or not (iron-rich cultures) with 1 mM DFP. After adaptation to culturing conditions, cultures were treated with 75 mM H_2_O_2_.

Both glucose withdrawal and DFP treatment reduced the growth of the fungus, but H_2_O_2_ treatment had a growth reduction effect only in DFP-pretreated (iron-limited) cultures (Figure 1a).

In contrast to the observation for peptone, H_2_O_2_ treatment slightly reduced the growth on glucose, but this reduction was not significant (*p* = 0.19, Student’s *t*-test). H_2_O_2_ treatment caused a strong redox imbalance in iron-limited cultures and a less strong imbalance in iron-supplemented cultures in the absence of glucose (Figure 1b). Glucose withdrawal (alone) and DFP treatment had no significant effect on redox homeostasis (Figure 1b). Secretion of TAF-C, an indicator of iron-limitation stress [40], was detected in each DFP-treated culture (Figure 1c).

The oxidative stress sensitivity of mycelia was also tested in surface cultures using a well diffusion assay (Figure 2a). Concurring with the results of the DFC test, DFP treatment increased H_2_O_2_ susceptibility of the cultures both in the presence and absence of glucose, and glucose withdrawal also enhanced oxidative stress sensitivity in iron-supplemented cultures (Figure 2).

Transcriptomes of all types of cultures were determined using RNA sequencing. 

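Af293 is the strain of *A. fumigatus* whose sequenced genome gives the Afu gene numbers. Mycelium grown for 17 h at 37 °C was moved to fresh medium that held glucose (20 g/L) together with casein peptone (4 g/L), or the peptone alone. The inoculum of the precultures is 50000000 conidia in the methods of the paper and 100000000 in the sample records. Peptone is a digest of protein, so cultures on peptone alone had amino acids and peptides as carbon source. DFP (deferiprone, 1 mM) is a chelator that binds iron and makes it less available to the cells. By the methods, cultures with DFP also received trace elements without iron, and cultures without DFP received trace elements with iron. Comparisons of DFP-treated with untreated cultures therefore join the chelator and the missing iron supplement. After 8 h of adaptation, 75 mM H_2_O_2_ was added to some cultures, and mycelium was taken 1 h later. The 8 groups were untreated, H_2_O_2_, DFP and DFP + H_2_O_2_ cultures on each medium, with n = 3 biological replicates each, which gives 24 libraries. The methods describe the peptone cultures as a repeat of the whole experiment, so differences between the media may include differences between runs.

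The authors sequenced single reads, aligned them with HISAT2, counted reads per gene with featureCounts and compared groups with DESeq2. Their table of read counts per gene was reanalysed here. On glucose + peptone the counted reads per library were 8638898 to 12696423 (median 9297111) in untreated cultures and 13892129 to 15058206 (median 14928061) after H_2_O_2_. With DFP they were 13477934 to 29365591 (median 16375490), and with DFP + H_2_O_2_ 12748491 to 20322864 (median 15599915). On peptone the ranges were 18220217 to 25145525 (median 23798231) for untreated, 11927176 to 30464758 (median 12563276) for H_2_O_2_, 13514406 to 32119129 (median 15177721) for DFP and 14634947 to 39671408 (median 18921305) for DFP + H_2_O_2_ cultures. Of 10130 genes in the table, 51 had no read in any library, and 9495 had enough reads to be tested.

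A gene is said to have risen or fallen where its Benjamini-Hochberg adjusted p from edgeR's quasi-likelihood test was under 0.05 and its log2 fold change (log2FC) was beyond 1 in size. The fold changes are given with their standard error (SE), and each comparison is of 3 cultures with 3. RPKM values are means ± SD of 3 cultures. The lists of genes by function and by secondary metabolite cluster are those of Table S3. The study chose them, and the values in Table S3 had been seen beforehand, so counts adjusted over the list alone are not independent evidence. One-sided Fisher's exact tests compared the share of rising or falling genes in a list with the share among the other tested genes, and their p values were adjusted over 1704 tests (71 lists, 12 comparisons and both directions). At p under 0.05 there were 331, of which 220 had an adjusted p under 0.05.

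**Figure D1:**
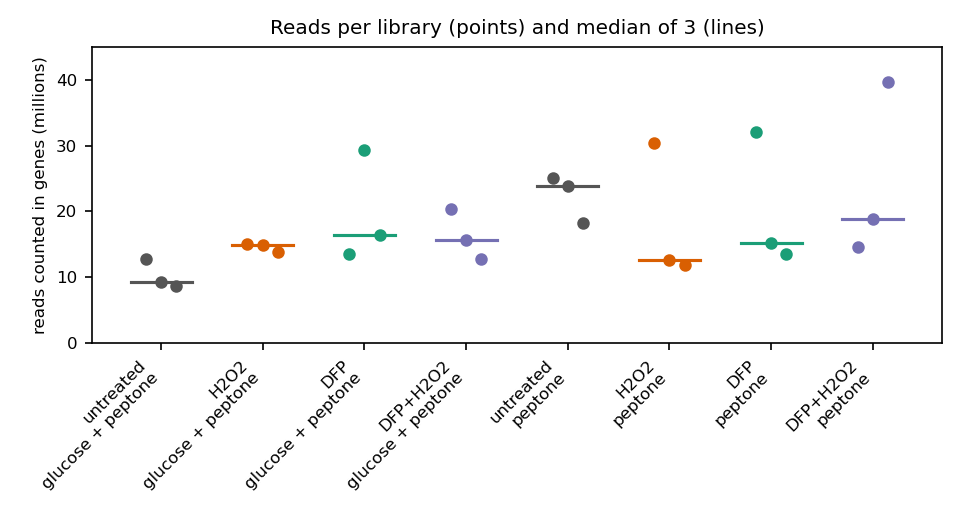
Reads counted on genes in each of the 24 libraries (y axis), by medium and treatment (x axis), with 1 point per culture and lines at the group medians. The median of all libraries was 15117963.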

Principal component analyses demonstrate that the three biological replicates in each treatment had similar transcriptomes (Figure 3). 

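Cultures of one group had similar levels of most genes. The cytochrome c gene *cycA* (Afu2g13110) had 648 ± 29.7 RPKM in untreated and 133 ± 22.3 RPKM in DFP-treated cultures on glucose + peptone. The siderophore biosynthesis gene *sidA* (Afu2g07680), whose product makes the first committed step of that pathway, had 16.8 ± 1.42 and 281 ± 16.8 RPKM in the same groups. The alternative oxidase gene *aoxA* (Afu2g05060) varied more, at 1100 ± 1340 RPKM in the DFP-treated cultures on peptone. Over all 9495 tested genes, 2 cultures of the same group lay on average 0.313 log2 units apart, as the root mean square difference of log2 RPKM (largest 0.498). Each of the 24 libraries was nearer to both other libraries of its group than to any library of another group.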

The presence of glucose and DFP substantially affected the transcriptomes, while the presence of H_2_O_2_ had a substantial effect only in DFP pretreated cultures (Figure 3).

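Single genes show the size of each difference. The nitrite reductase gene *niiA* (Afu1g12840), which serves nitrate assimilation, had 76.8 ± 7.4 RPKM in untreated cultures on glucose + peptone and 4.09 ± 0.0916 RPKM on peptone. For DFP, the siderophore transporter gene *mirB* (Afu3g03640) had 71.7 ± 12.2 RPKM without and 1150 ± 205 RPKM with DFP on glucose + peptone. For H_2_O_2_, the catalase-peroxidase gene *cat2* (Afu8g01670) had 223 ± 24.4 RPKM in untreated and 538 ± 2.34 RPKM in H_2_O_2_-treated cultures on glucose + peptone, against 16.3 ± 1.75 and 719 ± 132 RPKM in the DFP-treated pair. Between group means, the distance over all tested genes was 0.644 log2 units for H_2_O_2_ without DFP on glucose + peptone and 0.606 on peptone. It was 0.96 and 0.995 for H_2_O_2_ in DFP-treated cultures, 0.903 and 0.801 for DFP, and 1.14 for the medium in untreated cultures. Every one of these was above the 0.313 between replicates. Of the sum of squares over all genes, the medium took 32.3%, DFP 23.6%, H_2_O_2_ 12.4%, the medium by DFP interaction 9.98%, the DFP by H_2_O_2_ interaction 8.57% and replicates 5.79%.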

In a previous experiment [26] to test the effects of glucose withdrawal, mycelia from exponentially growing *A. fumigatus* Af293 cultures were transferred into media containing glucose, peptone and NaNO_3_, or only peptone and NaNO_3_. These cultures were incubated for 24 h and 4 h, respectively, and their transcriptomes were determined. In another previous study [28], H_2_O_2_ treatment (3 mM) was applied on untreated and iron-starved *A. fumigatus* Af293 cultures using a glucose and NaNO_3_-containing medium. Iron starvation was initiated by growing the fungus without any iron supplements for 50 h after inoculation with conidia. The iron supplemented cultures were incubated for 33 h to achieve the same glucose content and DCM. In these experiments (similarly to the present study), H_2_O_2_ treatment had a small effect on untreated cultures, but it altered the transcriptome substantially in iron-starved cultures [28]. Because of the very different experimental design (e.g., H_2_O_2_ concentration, induction of iron limitation, composition of the medium, age of the cultures), the observed genome-wide transcriptional changes in the previous experiments [26,28] and in this study did not show a strong positive correlation (Table S1). The Pearson’s correlation coefficients varied between 0.246 (H_2_O_2_ treated vs. untreated cultures) and 0.515 (iron starved vs. untreated cultures) (Table S1).

### 3.1. Effects of Glucose Withdrawal

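Some genes of nitrogen and metal uptake differed between the media in untreated cultures. The nitrate reductase gene *niaD* (Afu1g12830) was lower on peptone than on glucose + peptone, with a log2FC of −2.92 (SE 0.12), and so was *niiA* with −4.23 (SE 0.21). The putative zinc transporter gene *zrfB* (Afu2g03860) was lower with −4.41 (SE 0.18), while the zinc transporter gene *zrfC* (Afu4g09560) was higher with 4.67 (SE 0.28). The gene of the cell wall mannoprotein *mp1* (Afu4g03240) was higher by 4.48 (SE 0.17). In all, 24.3% of the 9495 tested genes differed between the media in untreated cultures. This share was 26.6% in H_2_O_2_-treated, 18.1% in DFP-treated and 33.8% in DFP + H_2_O_2_-treated cultures.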

Growing on peptone instead of glucose + peptone altered the transcriptomes substantially (Figure 3 and Figure 4). 

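Between the DFP + H_2_O_2_-treated cultures, the tyrosine degradation gene *hppD* (Afu2g04200) was higher on peptone than on glucose + peptone, with a log2FC of 6.22 (SE 0.20, n = 3 cultures per group). The gene Afu7g02010, which encodes a putative heme binding protein, was higher with 6.91 (SE 0.21). The genes *hasB* (Afu3g12900) and *hasC* (Afu3g12910) of the hexadehydroastechrome cluster were lower on peptone, with −7.44 (SE 0.35) and −4.96 (SE 0.30), and the transporter gene *mfsC* (Afu1g03200) was lower with −4.63 (SE 0.18). In these cultures 1520 genes were higher on peptone and 1686 lower. The counts were 1434 and 1091 in H_2_O_2_-treated and 889 and 831 in DFP-treated cultures. By the distance between group means over all tested genes, the H_2_O_2_-treated cultures on the 2 media lay 1.17 log2 units apart, the DFP + H_2_O_2_-treated 1.1 and the DFP-treated 0.914. Of the called genes, 47.4% were higher on peptone with DFP + H_2_O_2_ and 34.4% (1125 higher, 2147 lower) when the libraries were scaled to their totals alone. With DESeq2 size factors 1612 were higher and 1582 lower.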

The biggest difference between the transcriptomes was observed under the combined DFP + H_2_O_2_ treatment (Figure 4). Approximately 20% of the treatment (H_2_O_2_, DFP, DFP + H_2_O_2_ treated and untreated) responsive genes showed upregulation (or downregulation) in at least three treatments (Figure 4).

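Gliotoxin cluster genes were higher on peptone in every treatment. All 12 members tested were higher in untreated, in H_2_O_2_-treated, in DFP-treated and in DFP + H_2_O_2_-treated cultures (12 in each when adjusted over the list alone). Their efflux transporter gene *gliA* (Afu6g09710) had log2FC values of 9.36 (SE 0.47) with H_2_O_2_ and 5.30 (SE 0.36) with DFP + H_2_O_2_. The nitrate assimilation genes *niaD* and *niiA* were lower in all 4 treatments, *niaD* with −1.93 (SE 0.12) in DFP-treated and −1.96 (SE 0.12) in DFP + H_2_O_2_-treated cultures. The tyrosine degradation gene *hmgA* (Afu2g04220) was higher in DFP-treated cultures with 4.63 (SE 0.14), but its log2FC of 0.11 (SE 0.12) in untreated cultures did not pass the test. Of 2955 genes higher on peptone in at least 1 treatment, 646 (21.9%) were higher in at least 3 and 280 in all 4. Of 2636 lower genes, 556 (21.1%) were lower in at least 3 and 236 in all 4.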

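The ammonium permease gene *meaA* (Afu2g05880) was lower on peptone than on glucose + peptone in untreated cultures, with a log2FC of −8.64 (SE 0.25) and 1.05 ± 0.102 against 424 ± 49.2 RPKM. The secreted tripeptidyl peptidase gene *sedD* (Afu4g14000, −8.21, SE 0.22) and the oligopeptide transporter gene *optE* (Afu6g10050, −7.05, SE 0.29) were lower too, as was *cp6* (Afu5g01200) with −8.58 (SE 0.28). Among the genes higher on peptone that have a name or a described product, the largest values were those of gliotoxin cluster genes. They had few reads on glucose + peptone, where *gliM* (Afu6g09680) had 0.0682 ± 0.0621 RPKM, and *gliG* (Afu6g09690) had 0.153 ± 0.14 RPKM there and 138 ± 34.9 RPKM on peptone. In all, 1345 genes were higher on peptone and 958 lower.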

In untreated cultures, 1359 genes showed upregulation and 968 genes showed downregulation (Figure 4). The upregulated gene set was enriched in amino acid degradation genes, while the downregulated gene set was enriched in glycolytic genes, indicating that cells replaced glucose with amino acids as a carbon source (Table S2). 

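The glycolysis genes differed between the media in both directions. Of 27 listed genes, 5 were higher on peptone, 6 were lower and 16 did not pass the test (5 higher and 6 lower when adjusted over the list alone). The lower ones included the pyruvate decarboxylase gene *pdcA* (Afu3g11070, −3.97, SE 0.25) and the alcohol dehydrogenase genes *alcC* (Afu5g06240, −4.43, SE 0.29) and *adh1* (Afu7g01010, −1.45, SE 0.47), which act after pyruvate. The higher ones included Afu8g02560 (4.53, SE 0.21), listed as a glyceraldehyde-3-phosphate dehydrogenase, and the putative hexokinase gene Afu2g00450 (3.92, SE 0.75). The lower share had a Fisher's exact p = 0.0486, adjusted p = 0.251, and p was 0.0453 to 0.113 when single libraries were left out. For amino acid degradation, the tyrosine degradation gene *hppD* was higher with 1.10 (SE 0.16), while *maiA* (Afu2g04240) of the same pathway (0.46, SE 0.10) and the methylcitrate synthase gene *mcsA* (Afu6g03590, 0.92, SE 0.13) stayed under the fold change limit. Amino acid degradation as a functional group was not analysed here. The paper takes the enriched gene groups as a sign that amino acids took the place of glucose as carbon source.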

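All 6 listed chitin utilization genes were higher on peptone than on glucose + peptone in untreated cultures (6 higher and 0 lower when adjusted over the list alone), with a Fisher's exact p = 8.00e-06, adjusted p = 2.01e-04. The putative glucosamine-6-phosphate deaminase gene Afu8g04070 had a log2FC of 1.60 (SE 0.23) and the putative N-acetylglucosamine-6-phosphate deacetylase gene Afu1g00450 1.47 (SE 0.40). Gliotoxin cluster genes differed more. The gliotoxin synthetase gene *gliP* (Afu6g09660) had 7.58 (SE 0.34), the methyltransferase gene *gliN* (Afu6g09720) 8.15 (SE 0.32) and the gliotoxin oxidase gene *gliT* (Afu6g09740), which protects the cell from the toxin, 6.16 (SE 0.32, Fisher's exact p = 6.26e-11, adjusted p = 8.73e-09). Of 10 DHN-melanin cluster genes, 5 were higher on peptone, 2 were lower and 3 did not pass the test (5 higher and 2 lower when adjusted over the list alone). Their polyketide synthase gene *pksP* (Afu2g17600) had 1.03 (SE 0.25), and *arp1* (Afu2g17580) and *arp2* (Afu2g17560) had 1.72 (SE 0.19) and 1.84 (SE 0.28). The share of higher melanin genes had a Fisher's exact p = 0.00768, adjusted p = 0.0576, and p was 0.149 without untreated replicate 1 on glucose + peptone.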

Cultures showed several properties which were observed earlier in carbon-limited cultures [26]: Fatty acid degradation, plant cell wall polysaccharide degradation and chitin utilization genes as well as gliotoxin and DHN-melanin cluster genes were enriched in the upregulated gene set, while cell wall biogenesis genes were enriched in the downregulated gene set (Table S3). 

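Heme binding proteins include catalases, cytochromes P450 and enzymes of nitrogen use. Of 115 such genes tested in untreated cultures, 32 were higher on peptone, 19 were lower and 64 did not pass the test (32 higher and 19 lower when adjusted over the list alone). Cytochrome P450 genes of secondary metabolism differed in both directions. The genes *gliC* (Afu6g09670) and *gliF* (Afu6g09730) of the gliotoxin cluster were higher on peptone, *gliF* with 5.26 (SE 0.24) and *gliC* with 8.85 (SE 0.32) from 0.0895 ± 0.0993 RPKM on glucose + peptone. The P450 gene *hasH* (Afu3g12960) was higher with 1.79 (SE 0.20). The fumitremorgin P450 genes *ftmC* (Afu8g00190), *ftmE* (Afu8g00220) and *ftmG* (Afu8g00240) were lower, with −1.99 (SE 0.12), −3.07 (SE 0.17) and −3.30 (SE 0.16). The share of higher genes had a Fisher's exact p = 9.16e-05, adjusted p = 0.00156, and that of lower genes p = 0.0209, adjusted p = 0.132. Without the fold change limit Fisher's exact p of the lower genes was 0.432. A rotation test (fry) asks whether the genes of a list move 1 way on balance and does not compare them with other genes. It gave higher levels of this list on peptone (p = 3.41e-04, fry, not an exact test). From the enrichment in both directions, the paper concludes that the cultures use these proteins differently.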

Heme binding protein genes were enriched both in the upregulated and in the downregulated gene sets, demonstrating that glucose-containing and glucose-free cultures use these iron-containing proteins differently (Figure 5a, Table S3).

### 3.2. Effects of DFP Treatment in the Presence and Absence of Glucose

Adaptation to DFP treatment upregulated 842 genes and downregulated 1036 genes in the presence of glucose, while it upregulated 485 genes and downregulated 907 genes when peptone was the sole carbon source (Figure 6).

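On both media the largest rises with DFP, among genes with a name or a described product, were those of genes for the secreted siderophore TAFC. The fusarinine C synthetase gene *sidD* (Afu3g03420) rose with a log2FC of 9.81 (SE 0.33) on glucose + peptone and 7.71 (SE 0.28) on peptone (n = 3 cultures per group). The acyltransferase gene *sidF* (Afu3g03400) rose by 9.17 (SE 0.23) and 6.61 (SE 0.18), and the transporter gene *sitT* (Afu3g03430) of the same cluster by 8.82 (SE 0.25) and 6.17 (SE 0.21). The largest falls among genes with a name differed by medium. On glucose + peptone they were *optE* (−6.03, SE 0.28), the hydrophobin gene *rodA* (Afu5g09580, −5.79, SE 0.65), *adh1* (−5.40, SE 0.57), the fructosyl amino acid oxidase gene *FAOX-II* (Afu6g10040, −5.28, SE 0.23) and *sedD* (−4.65, SE 0.17). On peptone they were the hydrophobin gene *rodE* (Afu8g05890, −7.38, SE 0.25), *hasC* (−7.16, SE 0.29), *AfusinC* (Afu7g05180, −6.92, SE 0.38), the trypacidin cluster gene *tpcH* (Afu4g14510, −6.49, SE 0.34) and the peptide synthetase gene *nrps5* (Afu3g12920, −6.41, SE 0.28). In all, 848 genes rose and 1032 fell with DFP on glucose + peptone, and 511 rose and 874 fell on peptone.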

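Iron uptake genes rose with DFP on both media, among them the siderophore transporter genes *mirD* (Afu3g03440, 7.32, SE 0.21, on glucose + peptone, 5.41, SE 0.19, on peptone) and *sit1* (Afu7g06060, 3.72, SE 0.17, and 1.97, SE 0.16). In contrast, the P450 gene *hasH* fell with −1.20 (SE 0.20) and −4.82 (SE 0.23), and the pyruvate decarboxylase gene *pdcA* fell on glucose + peptone (−2.11, SE 0.23) and rose on peptone (1.13, SE 0.22). Rising genes common to both media numbered 243, against 45.6 for independent sets, which is 28.7% of those on glucose + peptone and 47.6% of those on peptone. Common falling genes numbered 381, against 95, or 36.9% and 43.6%. A further 98 genes changed in opposite directions. Pearson's r between the log2FC values on the 2 media was 0.469 and Spearman's rho 0.438, across 9495 genes that are not independent replicates. With all genes kept regardless of read number, r was 0.417.

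**Figure D2:**
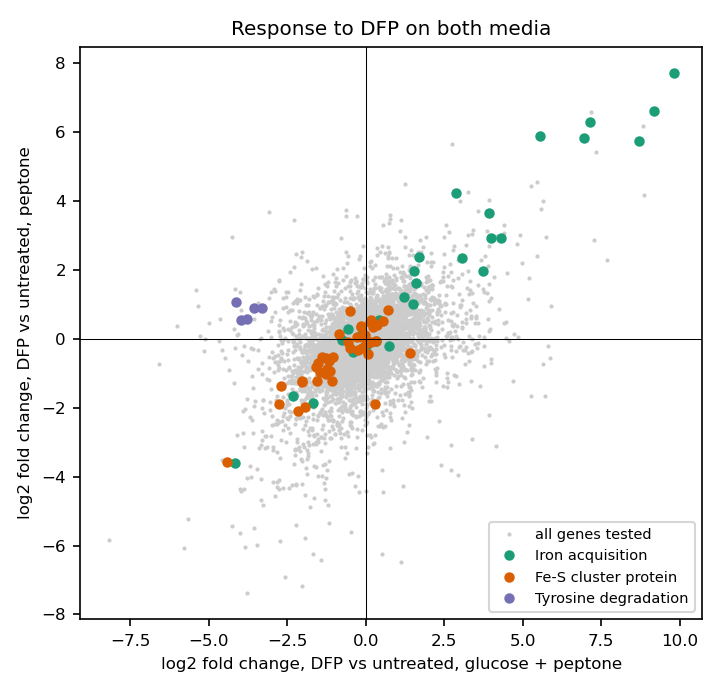
Log2FC of each tested gene with DFP against untreated cultures, on glucose + peptone (x axis) and on peptone (y axis). Colours mark iron acquisition, Fe-S cluster protein and tyrosine degradation genes, and thin solid lines mark no change.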

The overlaps between the two upregulated or between the two downregulated gene sets were less than 50% (Figure S1), and the Pearson’s correlation coefficient between the two genome-wide transcriptional changes was only 0.433 (Table S1). These data indicate that the two types of cultures responded differently to the same DFP treatment. Nevertheless, there were strong similarities between the two responses when the function of treatment-responsive genes were evaluated. 

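The responses to DFP themselves differed between the media for many genes outside iron uptake. The zinc transporter gene *zrfB* fell with DFP on glucose + peptone (−2.92, SE 0.17) and rose on peptone (1.45, SE 0.16), a difference of log2FC of 4.38 (SE 0.24, adjusted p = 1.64e-12, edgeR's quasi-likelihood test of the interaction). *adh1* fell on glucose + peptone and rose on peptone (1.42, SE 0.46), with a difference of 6.82 (SE 0.72). The alcohol dehydrogenase gene *alcC* fell with −2.77 (SE 0.27) and rose by 1.69 (SE 0.26). The trypacidin cluster gene *tpcH* rose by 1.12 (SE 0.27) on glucose + peptone, just under the fold change limit without DFP replicate 3, and its difference was −7.61 (SE 0.44). The siderophore genes *sidI* (Afu1g17190, −2.97, SE 0.36) and *sitT* (−2.64, SE 0.31) had a smaller log2FC on peptone, where their untreated levels were higher. *sidI* went from 0.429 ± 0.222 to 182 ± 1.51 RPKM on glucose + peptone and from 3.53 ± 0.322 to 199 ± 27 RPKM on peptone. *sitT* went from 0.386 ± 0.218 to 187 ± 8.94 RPKM and from 1.54 ± 0.26 to 118 ± 4.76 RPKM. These differences thus rest on low untreated levels on glucose + peptone. By this interaction test the response of 665 genes was higher on peptone and that of 888 lower. The paper takes the small overlap and low correlation as a sign that the 2 types of cultures responded differently to DFP. It also finds strong similarities by gene function.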

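Of 29 iron acquisition genes tested, 17 rose, 3 fell and 9 did not pass the test (17 rose and 3 fell when adjusted over the list alone) with DFP on glucose + peptone, with a Fisher's exact p = 2.33e-11, adjusted p = 3.74e-09. On peptone 17 rose, 3 fell and 9 did not pass the test (17 rose and 3 fell when adjusted over the list alone), with a Fisher's exact p = 5.85e-15, adjusted p = 9.97e-12. All 3 genes of reductive iron assimilation rose on both media (3 on each when adjusted over the list alone): the ferroxidase gene *fetC* (Afu5g03790) by 1.69 (SE 0.20) and 2.38 (SE 0.21), the permease gene *ftrA* (Afu5g03800) by 1.54 (SE 0.23) and 1.95 (SE 0.23), and the metalloreductase gene *fre2* (Afu1g17270) by 4.32 (SE 0.19) and 2.92 (SE 0.18). Of 14 siderophore metabolism genes, 12 rose on each medium (12 on each when adjusted over the list alone), such as *sidA* (4.00, SE 0.12, and 2.93, SE 0.12), *sidG* (Afu3g03650, 5.55, SE 0.26, and 5.90, SE 0.26) and the ferricrocin synthetase gene *sidC* (Afu1g17200, 1.61, SE 0.20, and 1.62, SE 0.20). The regulator gene *hapX* (Afu5g03920) rose by 3.07 (SE 0.26) and 2.34 (SE 0.26), and *sreA* (Afu5g11260), whose product represses iron uptake, fell with −2.32 (SE 0.15) and −1.65 (SE 0.15). The vacuolar iron importer gene *cccA* (Afu4g12530), also listed under iron acquisition, fell with −4.17 (SE 0.20) and −3.59 (SE 0.19).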

The upregulated gene sets were enriched in iron-acquisition genes including reductive iron-assimilation (RIA; [41]) genes, siderophore biosynthesis and siderophore transport genes [41] as well as *hapX* encoding a positive regulator of iron uptake [41] (while *sreA* encoding the negative regulator of iron uptake [41] was downregulated) in both types of cultures as was expected (Tables S2 and S3). These changes concur with the observed TAF-C production of these cultures (Figure 1c). 

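Some genes for iron-containing proteins fell with DFP. The aconitase gene *acoA* (Afu6g12930) fell with a log2FC of −2.04 (SE 0.14) on glucose + peptone and −1.25 (SE 0.13) on peptone. The AIF-like oxidoreductase gene *nfr1* (Afu7g02070) fell with −4.41 (SE 0.16) and −3.58 (SE 0.15). Of 36 TCA cycle genes, 2 rose, 10 fell and 24 did not pass the test (2 rose and 10 fell when adjusted over the list alone) on glucose + peptone and 0 rose, 9 fell and 27 did not pass the test (0 rose and 9 fell when adjusted over the list alone) on peptone. Of 42 Fe-S cluster protein genes, 1 rose, 19 fell and 22 did not pass the test (1 rose and 19 fell when adjusted over the list alone) on glucose + peptone, where the homoaconitase gene *lysF* (Afu5g08890) fell with −1.15 (SE 0.15), and 0 rose, 11 fell and 31 did not pass the test (0 rose and 11 fell when adjusted over the list alone) on peptone. Of 115 heme binding protein genes, 11 rose, 35 fell and 69 did not pass the test (11 rose and 35 fell when adjusted over the list alone) on glucose + peptone. Falling members were more frequent than among the other tested genes on glucose + peptone for the TCA cycle (Fisher's exact p = 0.00398, adjusted p = 0.035), Fe-S cluster proteins (p = 1.61e-08, adjusted p = 9.50e-07) and heme binding proteins (p = 7.63e-09, adjusted p = 5.20e-07). On peptone Fisher's exact test gave p = 0.00439, adjusted p = 0.0368 for the TCA cycle, p = 0.00112, adjusted p = 0.0123 for Fe-S cluster proteins and p = 1.84e-11, adjusted p = 3.74e-09 for heme binding proteins. Without the fold change limit Fisher's exact p for the TCA cycle was 0.102 and 0.125.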

Upregulation of iron acquisition processes was accompanied with downregulation of several genes encoding iron-containing proteins or processes depending on these proteins (Table S3): TCA cycle, Fe-S cluster protein and heme binding protein genes were enriched in the downregulated gene set irrespectively of the presence of glucose (Table S3). 

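Of 40 respiration genes tested, 0 rose, 15 fell and 25 did not pass the test (0 rose and 15 fell when adjusted over the list alone) with DFP on glucose + peptone, and 0 rose, 7 fell and 33 did not pass the test (0 rose and 7 fell when adjusted over the list alone) on peptone. The genes that fell on peptone were the succinate dehydrogenase subunit genes *sdh1* (Afu3g07810, −1.84, SE 0.13), *sdh2* (Afu5g10370, −1.88, SE 0.15), *cybS* (Afu1g15590, −1.37, SE 0.14) and Afu5g09680, the cytochrome c gene *cycA* (−1.46, SE 0.21), and the NADH-ubiquinone oxidoreductase subunit genes Afu1g06610 and Afu2g09130. On glucose + peptone *sdh2* fell with −2.78 (SE 0.15) and *cycA* with −2.35 (SE 0.21), and the Rieske protein gene *rip1* (Afu5g10610) of complex III fell with −1.26 (SE 0.10). On peptone *rip1* had −0.55 (SE 0.10). The share of falling genes had a Fisher's exact p = 9.17e-06, adjusted p = 2.26e-04 on glucose + peptone and p = 0.07, adjusted p = 0.327 on peptone. On peptone p was 0.0494 without untreated replicate 1, 0.0493 without untreated replicate 3 0.0382 without DFP replicate 3, 0.0412 with library totals alone and 0.00251 without the fold change limit (Fisher's exact test).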

Respiration genes also enriched in the downregulated gene set on glucose + peptone and several respiration genes (all the four succinate dehydrogenase subunit genes, *cycA* cytochrome c gene and two NADH-ubiquinone dehydrogenase subunit genes) showed downregulation on peptone too (Table S3). 

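On peptone, 115 heme binding protein genes were tested with DFP, and 13 rose, 36 fell and 66 did not pass the test (13 rose and 36 fell when adjusted over the list alone). The fumitremorgin cytochrome P450 genes *ftmE* (1.78, SE 0.16) and *ftmG* (2.36, SE 0.16) rose, and so did the putative peroxidase gene Afu5g02300 (1.30, SE 0.16). Among the falling members were the helvolic acid P450 genes *cyp5081A1* (Afu4g14780, −2.79, SE 0.14) and *cyp5081B1* (Afu4g14790, −2.62, SE 0.20). Rising members had a Fisher's exact p = 0.0087, adjusted p = 0.0635, and p = 0.105 without the fold change limit. On balance the list lay lower with DFP (p = 1.53e-08, rotation test fry, not exact).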

Regarding heme binding protein genes (Figure 5a), they were enriched not only in the downregulated but also in the upregulated gene set in the absence of glucose (Table S3). 

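For the 115 heme binding protein genes, medium took 37.8% of the sum of squares of log2 RPKM and DFP 31.6%, with 2.62% between replicates. For 29 iron acquisition genes DFP took 85.1%, and for 42 Fe-S cluster protein genes DFP took 50.5% and medium 20.9%. Single genes of each list differ in this. The Fe-S protein gene *sdh2* of complex II had 279 ± 11.1 RPKM in untreated and 42.7 ± 3.07 RPKM in DFP-treated cultures on glucose + peptone, and 323 ± 13.1 and 92.7 ± 22.1 RPKM on peptone. The heme protein gene *niiA*, listed also as an Fe-S protein, had 57.3 ± 5.71 RPKM with DFP on glucose + peptone and 7.63 ± 1.16 RPKM on peptone. The heme protein gene *ccp1* (Afu4g09110), for cytochrome c peroxidase, had 189 ± 8.23 and 15.5 ± 0.992 RPKM without and with DFP on glucose + peptone.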

The transcriptional activity of these genes was largely dependent on the presence of glucose, in contrast to iron acquisition or Fe-S cluster protein genes, where DFP treatment was the most important factor affecting mRNA abundances (Figure 5b,c). Importantly, downregulated heme binding protein genes included several catalase and heme-peroxidase genes as well (like *cat1*, *cat2*, *catA*, *fgaCat* catalase and *ccp1* cytochrome c peroxidase genes; Figure 7; Ref. [15]), and their downregulation was less prominent on peptone than on glucose + peptone, especially in the case of the *cat1* catalase gene (Figure 7, Table S3). 

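Of 9 catalase and peroxidase genes, 0 rose, 6 fell and 3 did not pass the test (0 rose and 6 fell when adjusted over the list alone) with DFP on glucose + peptone (Fisher's exact p = 1.02e-04, adjusted p = 0.00164), and 1 rose, 6 fell and 2 did not pass the test (1 rose and 6 fell when adjusted over the list alone) on peptone (Fisher's exact p = 3.94e-05, adjusted p = 7.90e-04). The catalase-peroxidase gene *cat2* fell with a log2FC of −3.84 (SE 0.15) on glucose + peptone and −2.04 (SE 0.14) on peptone, *ccp1* with −3.68 (SE 0.12) and −2.28 (SE 0.11), and the mycelial catalase gene *cat1* (Afu3g02270) with −2.49 (SE 0.12) and −1.08 (SE 0.11). With libraries scaled to their totals alone, *cat1* had −0.99 on peptone, inside the fold change limit. The spore catalase gene *catA* (Afu6g03890) fell with −1.28 (SE 0.18) and −1.31 (SE 0.17), and *fgaCat* (Afu2g18030) with −2.84 (SE 0.20) and −3.27 (SE 0.21). The difference between the media, as the response on peptone minus that on glucose + peptone, was 1.80 (SE 0.19) for *cat2*, 1.41 (SE 0.16) for *cat1* and 1.40 (SE 0.15) for *ccp1* (adjusted p of 1.10e-07, 2.57e-07 and 1.10e-07, edgeR's quasi-likelihood test of the interaction). For *catA* it was −0.02 (SE 0.25) and for *fgaCat* −0.43 (SE 0.27), neither of which passed. The putative peroxidase gene Afu7g06890 fell on glucose + peptone (−1.70, SE 0.17) and had 0.09 (SE 0.17) on peptone.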

As a consequence, catalase and peroxidase genes were enriched in the upregulated gene set when the transcriptome of the two types of DFP-treated cultures were compared (glucose + peptone, DFP vs. peptone, DFP) (Table S3). 

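In DFP-treated cultures, *cat1* was higher on peptone than on glucose + peptone by a log2FC of 2.16 (SE 0.12), *cat2* by 1.96 (SE 0.14) and *ccp1* by 1.66 (SE 0.11, n = 3 cultures per group). The putative peroxidase gene Afu5g02300 was lower with −1.27 (SE 0.14). Of 9 catalase and peroxidase genes, 4 were higher on peptone, 1 was lower and 4 did not pass the test (4 higher and 1 lower when adjusted over the list alone). The share of higher genes had a Fisher's exact p = 0.00655, adjusted p = 0.05, and p was 0.0535 without DFP replicate 3 on glucose + peptone.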

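The peroxiredoxin gene *aspf3* (Afu6g02280) rose with DFP on peptone (2.26, SE 0.11) and had a log2FC of 0.15 (SE 0.11) on glucose + peptone. The thioredoxin reductase gene *trr1* (Afu4g12990) rose on peptone by 1.01 (SE 0.14) and had 0.53 (SE 0.14) on glucose + peptone, where the reductase *gliT* of the gliotoxin cluster had 0.35 (SE 0.27). Over the 33 antioxidative enzyme genes tested, the group means of DFP-treated and untreated cultures lay 1.24 log2 units apart on glucose + peptone and 1.15 on peptone. In H_2_O_2_-treated cultures the distance made by DFP was 1.31 on glucose + peptone and 2 on peptone. In the 2 dimensions of a multidimensional scaling of these genes, whose distances are not divided by the number of genes, it was 2.04 and 3.95 without H_2_O_2_ and 4.97 and 11.1 with it. Of the sum of squares of these genes, medium took 33.6%, DFP 23.4% and H_2_O_2_ 17%.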

Multidimensional scaling of antioxidant enzyme genes also suggested that the transcription of these genes was more dependent on DFP treatment on peptone than on glucose+peptone (Figure 5d). Interestingly, ergosterol biosynthesis genes (although ergosterol biosynthesis also contains iron-dependent steps) were enriched in the upregulated gene sets of both glucose-containing and glucose-free cultures (Table S3).

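Rising ergosterol genes included the sterol C-14 reductase genes *erg24A* (Afu1g03150, 3.39, SE 0.17, on glucose + peptone, 1.33, SE 0.15, on peptone) and *erg24B* (Afu1g05720, 2.23, SE 0.17, and 1.08, SE 0.16). The C-5 desaturase genes *erg3A* (Afu6g05140, 1.75, SE 0.22, and 1.55, SE 0.22) and *erg3B* (Afu2g00320, 2.09, SE 0.15, and 2.10, SE 0.15), whose products contain iron, rose as well. The gene *srbA* (Afu2g01260), which encodes the sterol regulatory element binding protein, rose by 1.23 (SE 0.17) and 1.20 (SE 0.17). The sterol isomerase gene *erg2* (Afu1g04720) rose on glucose + peptone (1.84, SE 0.19) and had 0.72 (SE 0.19) on peptone. Of 21 ergosterol biosynthesis genes, 7 rose, 2 fell and 12 did not pass the test (7 rose and 2 fell when adjusted over the list alone) on glucose + peptone (Fisher's exact p = 0.00168, adjusted p = 0.0172), and 5 rose, 2 fell and 14 did not pass the test (5 rose and 2 fell when adjusted over the list alone) on peptone (Fisher's exact p = 0.00439, adjusted p = 0.0368).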

In DFP-treated glucose + peptone-containing cultures, glucose transport and glycolysis as well as amino acid transport and amino acid catabolism genes were enriched in the downregulated gene set (Tables S2 and S3) in accordance with the hindered growth of the cultures (Figure 1a). 

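Of 27 glycolysis genes, 1 rose, 7 fell and 19 did not pass the test (1 rose and 7 fell when adjusted over the list alone) with DFP on glucose + peptone (Fisher's exact p = 0.0222, adjusted p = 0.138). The falling ones included genes of fermentation, *adh1* and *pdcA*, and the L-lactate dehydrogenase gene Afu5g14800 (−2.23, SE 0.21). Of 8 oligopeptide transporter genes, listed before any values were compared, 0 rose, 5 fell and 3 did not pass the test (0 rose and 5 fell when adjusted over the list alone), with a Fisher's exact p = 6.35e-04, adjusted p = 0.00819, with *optB* (Afu2g15240) at −3.44 (SE 0.19) and *optC* (Afu3g12200) at −2.30 (SE 0.14). All 5 genes of tyrosine degradation fell on glucose + peptone (5 when adjusted over the list alone): *hppD* with −4.13 (SE 0.18), *hmgX* (Afu2g04210) with −3.78 (SE 0.20), *hmgA* with −3.99 (SE 0.14), *fahA* (Afu2g04230) with −3.30 (SE 0.17) and *maiA* with −3.57 (SE 0.12). On peptone *hppD* rose by 1.07 (SE 0.16), and *hmgA* had 0.54 (SE 0.12). The response of *hppD* was higher on peptone by 5.19 (SE 0.24, adjusted p = 1.32e-13, edgeR's quasi-likelihood test of the interaction), and that of *fahA* by 4.20 (SE 0.22).

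**Figure D3:**
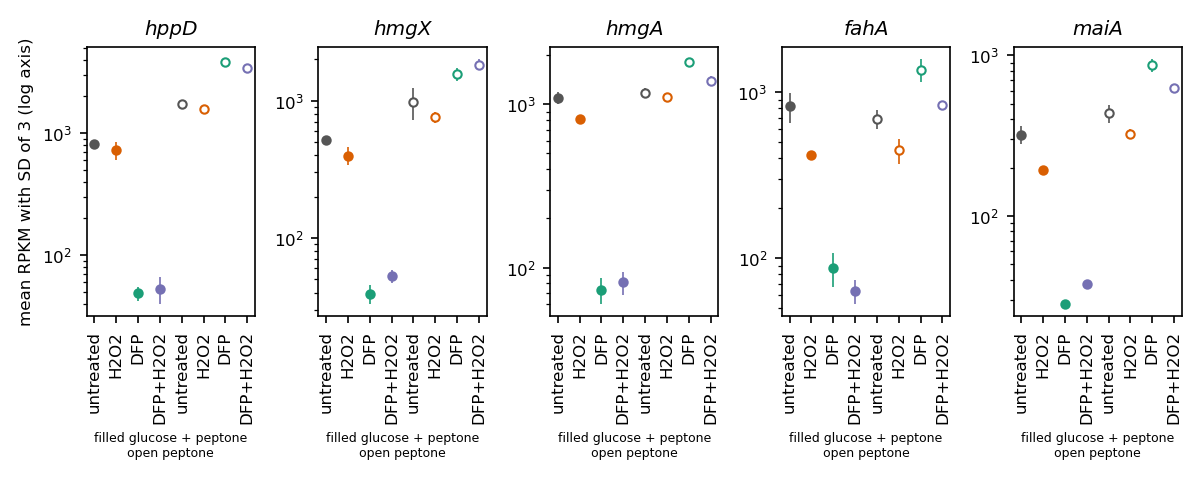
Mean RPKM with SD of 3 cultures (y axis, log scale) for each of the 5 tyrosine degradation genes, by treatment (x axis). Filled points are glucose + peptone and open points peptone.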

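Of 6 chitin utilization genes tested, 0 rose, 4 fell and 2 did not pass the test (0 rose and 4 fell when adjusted over the list alone) with DFP on peptone (Fisher's exact p = 9.19e-04, adjusted p = 0.0107). These had low levels: when only genes with at least 5 RPKM in 3 libraries were kept, the excess was gone (Fisher's exact p = 1). Afu1g00450, for a putative deacetylase, fell with −1.70 (SE 0.34) and Afu8g04070, for a putative deaminase, with −1.14 (SE 0.20). Afu8g04110, a putative membrane protein gene of the list, had −0.93 (SE 0.14), under the fold change limit. Hydrophobins coat the cell wall of hyphae and conidia. Of 6 hydrophobin genes, listed before any values were compared, 0 rose, 4 fell and 2 did not pass the test (0 rose and 5 fell when adjusted over the list alone), with a Fisher's exact p = 9.19e-04, adjusted p = 0.0107: *rodA* with −6.06 (SE 0.68), *rodF* (Afu5g03280) with −4.20 (SE 0.24) and *rodD* (Afu5g01490) with −2.34 (SE 0.17), in addition to *rodE*.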

In the absence of glucose, the DFP treatment caused a growth reduction (Figure 1a), which was accompanied by the downregulation of chitin utilization genes and “Structural constituent of cell wall” genes as well as the upregulation of “DNA repair complex assembly” genes (Tables S2 and S3). 

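The zinc transporter genes *zrfA* (Afu1g01550, 1.02, SE 0.20) and *zrfC* (1.42, SE 0.29) rose with DFP on glucose + peptone. The zinc-regulated gene *aspf2* (Afu4g09580) rose by 1.97 (SE 0.23) there and by 1.82 (SE 0.19) on peptone, and the putative vacuolar zinc transporter gene *zrcA* (Afu7g06570) by 2.34 (SE 0.12) and 1.05 (SE 0.11). On peptone *zrfA* had 0.16 (SE 0.17) and did not pass. Of 9 zinc transport genes, 4 rose, 1 fell and 4 did not pass the test (4 rose and 1 fell when adjusted over the list alone) on glucose + peptone (Fisher's exact p = 0.00552, adjusted p = 0.0447), and 3 rose, 1 fell and 5 did not pass the test (3 rose and 1 fell when adjusted over the list alone) on peptone (Fisher's exact p = 0.0102, adjusted p = 0.0718). Without the fold change limit these p values were 0.157 and 0.122, and on peptone p was 0.084 without untreated replicate 1 and 0.0763 without DFP replicate 3 (Fisher's exact test). In secondary metabolism, the fumigaclavine genes fell on glucose + peptone, all 11 of them (11 when adjusted over the list alone). Of 15 fumagillin cluster genes on peptone, 0 rose, 12 fell and 3 did not pass the test (0 rose and 12 fell when adjusted over the list alone), with a Fisher's exact p = 1.21e-10, adjusted p = 1.37e-08. Of 9 fumitremorgin genes there, 4 rose, 0 fell and 5 did not pass the test (4 rose and 0 fell when adjusted over the list alone), with a Fisher's exact p = 8.41e-04, adjusted p = 0.01.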

DFP treatment upregulated zinc homeostasis genes (Table S3), and like glucose withdrawal, altered secondary metabolism (Table S3) as well. 

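Gliotoxin genes had few reads on glucose + peptone, with or without DFP. The synthetase gene *gliP* had 0.112 ± 0.022 RPKM without and 0.249 ± 0.103 RPKM with DFP, a log2FC of 0.99 (SE 0.49) that did not pass. The transporter gene *gliA* rose by 1.93 (SE 0.44). Of 12 cluster genes, 3 rose, 1 fell and 8 did not pass the test (3 rose and 1 fell when adjusted over the list alone), with a Fisher's exact p = 0.0849, adjusted p = 0.374. This p was 0.0223 with library totals as the only scaling, 0.0186 when each comparison was fitted on its own 6 libraries, 0.017 with a replicate block and 0.00194 with DESeq2. It was 0.0161 without DFP replicate 1 and 0.016 without DFP replicate 2 (Fisher's exact test). DHN-melanin genes fell on both media. The polyketide synthase gene *pksP* fell with −2.78 (SE 0.26) on glucose + peptone and −4.36 (SE 0.28) on peptone, *arp2* with −3.86 (SE 0.31) and −6.04 (SE 0.34), and *ayg1* (Afu2g17550) with −4.00 (SE 0.31) and −5.63 (SE 0.33). Of 10 melanin cluster genes, 0 rose, 9 fell and 1 did not pass the test (0 rose and 9 fell when adjusted over the list alone) on glucose + peptone (Fisher's exact p = 1.85e-08, adjusted p = 1.05e-06), and 0 rose, 8 fell and 2 did not pass the test (0 rose and 8 fell when adjusted over the list alone) on peptone (Fisher's exact p = 1.90e-07, adjusted p = 8.53e-06).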

Upregulation of gliotoxin cluster genes on glucose + peptone and downregulation of DHN-melanin cluster genes both on glucose + peptone and peptone were notable (Table S3).

### 3.3. Oxidative Stress Responses of the Cultures

H_2_O_2_ treatment upregulated 531 and 517 genes, while it downregulated 573 and 455 genes in iron-supplemented cultures in the presence or absence of glucose, respectively (Figure 6). 

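Among genes with a name, the sulfite efflux pump gene *ssu1* (Afu7g01790) had the largest rise with H_2_O_2_ on glucose + peptone (3.22, SE 0.26), followed by the leucine biosynthesis gene *luA* (Afu2g11260, 2.60, SE 0.24). The mannoprotein gene *mp1* (2.49, SE 0.16) and the putative acetyltransferase gene Afu2g17520 (2.37, SE 0.17) came next beside *aoxA*. The largest falls there were of *alcC* (−4.05, SE 0.28), the gene *pr1* (Afu7g04930, −4.04, SE 0.21), the receptor gene *gprA* (Afu3g02970, −3.90, SE 0.43), the oligopeptide transporter gene *optH* (Afu7g00910, −3.68, SE 0.29) and the carboxypeptidase gene *cpdS* (Afu6g00310, −3.36, SE 0.13). On peptone the dehydrin-like genes *dprB* (Afu6g12180, 3.14, SE 0.50) and *dprC* (Afu7g04520, 2.37, SE 0.48) and the transporter genes *mdrA* (Afu1g13800, 3.06, SE 0.52) and *aflT* (Afu1g12620, 2.51, SE 0.25) rose most, beside *aoxA* (2.82, SE 0.72). The largest falls on peptone were of gliotoxin genes and of *rodA* (−3.75, SE 0.59). In all, 523 genes rose and 596 fell on glucose + peptone, and 503 rose and 474 fell on peptone. On peptone the number of rising genes was 345 without H_2_O_2_ replicate 3 and 651 without H_2_O_2_ replicate 1. Scaled to library totals alone, the calls on peptone were 364 and 624.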

The two types of cultures responded differently to the H_2_O_2_ treatment, as it was suggested by the relatively small overlap between the treatment-responsive gene sets (<50%; Figure S1) and the Pearson’s correlation coefficient between the two transcriptional responses (0.408; Table S1). 

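Some genes changed with H_2_O_2_ on both media. The dehydrin-like gene *dprC* also rose on glucose + peptone (1.97, SE 0.50), the transporter gene *aflT* rose there too (2.11, SE 0.25), and *alcC* fell on peptone (−2.90, SE 0.28). Others changed on glucose + peptone alone, with a difference between the responses that passed its own test. The sulfite pump gene *ssu1* had a log2FC of 0.78 (SE 0.24) on peptone, and its response there was lower with −2.44 (SE 0.34, adjusted p = 1.55e-05, edgeR's quasi-likelihood test of the interaction). For *luA* the difference was −2.70 (SE 0.32), for the putative malate dehydrogenase gene Afu2g13810 −2.72 (SE 0.22), and for *cpdS* 3.21 (SE 0.21). Genes that rose on both media numbered 136, against 27.7 for independent sets, or 26% and 27% of those on glucose + peptone and on peptone. Genes that fell on both numbered 171, against 29.8, or 28.7% and 36.1%. A further 16 went in opposite directions. Pearson's r between the responses was 0.448 and Spearman's rho 0.476, across genes that are not independent replicates. The response to H_2_O_2_ was higher on peptone for 434 genes and lower for 488.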

Regarding iron-limited (DFP treated) cultures, H_2_O_2_ treatment upregulated/downregulated much more genes (1551/1065 on glucose + peptone and 1502/862 on peptone) than in iron-supplemented cultures (Figure 8).

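In DFP-treated cultures the largest rises with H_2_O_2_, among genes with a name or a described product, were in the trypacidin cluster. They were of *tpcK* (Afu4g14470) and *tpcL* (Afu4g14480), which had 0 to 5 reads in every culture without the combined treatment. *tpcK* went from 0.153 ± 0.0802 to 48.6 ± 13.2 RPKM on glucose + peptone and from 0.0579 ± 0.0614 to 62.8 ± 13.5 RPKM on peptone. Large rises were also those of the putative metallo-beta-lactamase gene Afu5g12770 (5.32, SE 0.17, and 6.44, SE 0.18) and the putative alcohol dehydrogenase gene Afu8g02430 (5.59, SE 0.26, and 6.32, SE 0.25). Among the largest falls on glucose + peptone were those of the putative alpha-1,3-glucanase genes Afu7g08350 (−3.95, SE 0.39) and Afu8g06360 (−2.74, SE 0.16), *clcA* (Afu2g08040, −2.83, SE 0.24) and the sensor kinase gene *tcsC* (Afu2g03560, −2.80, SE 0.23). On peptone the largest were those of the lectin gene *fleA* (Afu5g14740, −3.06, SE 0.17), *ftmD* (Afu8g00200, −2.86, SE 0.23), *cyp5081B1* (−2.80, SE 0.22), *phoE* (Afu7g06350, −2.64, SE 0.27) and the endocrocin gene *encC* (Afu4g00225, −2.59, SE 0.30). In all, 1463 genes rose and 1092 fell on glucose + peptone, and 1357 rose and 1068 fell on peptone. The split on peptone depended on the scaling: 56% of the called genes rose, but 36.4% (1051 rose, 1833 fell) with library totals alone. With DESeq2 size factors 63% rose (1472 rose, 863 fell).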

The stress responses of cultures growing on glucose + peptone or peptone differed from each other as in the case of iron supplemented cultures and also differed from those observed with iron-supplemented cultures (Figure 8 and Figure S1, Table S1). 

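Some large changes with H_2_O_2_ in DFP-treated cultures were unequal on the 2 media. The gene *clcA* had a log2FC of −0.70 (SE 0.22) on peptone, and its response was higher there by 2.14 (SE 0.32, adjusted p = 6.66e-06, edgeR's quasi-likelihood test of the interaction). The transporter gene *aflT* rose on peptone (2.45, SE 0.24) and had −0.03 (SE 0.23) on glucose + peptone, while *fleA* had 0.25 (SE 0.16) on glucose + peptone. Genes that rose on both media numbered 661, against 209 for independent sets, which is 45.2% of those on glucose + peptone and 48.7% of those on peptone. Genes that fell on both numbered 248, against 123, or 22.7% and 23.2%, and 75 went in opposite directions. Pearson's r between the 2 responses was 0.497 (Spearman's rho 0.361), across genes, which are not independent replicates. The interaction test gave 1416 genes with a higher and 1636 with a lower response on peptone. These were 1554 and 1471 with DESeq2 size factors, 1548 and 1471 with DESeq2, and 1037 and 2219 with library totals alone.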

Importantly, in the case of cultures growing on peptone, the difference between the two H_2_O_2_ stress responses (observed with iron supplemented or DFP treated cultures) was less pronounced than on glucose + peptone (Figure 8, Table S1). 

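On glucose + peptone, *luA* rose with H_2_O_2_ without DFP but fell in DFP-treated cultures (−1.34, SE 0.23), and the difference between these responses was −3.94 (SE 0.33). The sulfite pump gene *ssu1* had 0.32 (SE 0.25) in DFP-treated cultures, a difference of −2.90 (SE 0.35, adjusted p = 4.01e-07, edgeR's quasi-likelihood test of the interaction). On peptone, *dprB* rose without and with DFP, by 3.18 (SE 0.50) with it, and *mdrA* rose by 2.21 (SE 0.49) with DFP. Pearson's r between the responses without and with DFP was 0.0851 on glucose + peptone and 0.275 on peptone, across 9495 genes that are not independent replicates (Spearman's rho 0.0921 and 0.26). On glucose + peptone 170 genes rose in both, against 80.6 for independent sets, 73 fell in both, against 68.5, and 161 went in opposite directions. On peptone 223 rose in both, against 71.9, 154 fell in both, against 53.3, and 85 went in opposite directions. The response to H_2_O_2_ differed by DFP for 3016 genes on glucose + peptone (1677 higher, 1339 lower with DFP) and 2459 on peptone (1371 higher, 1088 lower). With library totals alone the counts on peptone were 1198 and 1328.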

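Without DFP, the superoxide dismutase gene *sod3* (Afu1g14550) had a log2FC of 0.87 (SE 0.34) with H_2_O_2_ on glucose + peptone and −0.18 (SE 0.27) on peptone, and the thioredoxin gene *trxA* (Afu5g11320) 0.32 (SE 0.19) and 0.90 (SE 0.19), all under the fold change limit. The glutathione reductase gene *glr1* (Afu1g15960) had 0.75 (SE 0.12) and 0.17 (SE 0.12). Of 33 genes tested, 1 rose, 5 fell and 27 did not pass the test (1 rose and 5 fell when adjusted over the list alone) on glucose + peptone, and 1 rose, 2 fell and 30 did not pass the test (1 rose and 2 fell when adjusted over the list alone) on peptone. Rising members had a Fisher's exact p = 0.846, adjusted p = 1 on glucose + peptone and p = 0.835, adjusted p = 1 on peptone. With no fold change limit Fisher's exact p on glucose + peptone was 0.045. Falling members there had a Fisher's exact p = 0.053, adjusted p = 0.268, and p was 0.0438 with no filter, 0.0403 with genes of at least 5 RPKM, 0.0454 with DESeq2 size factors, 0.0461 with DESeq2 and 0.0122 with library totals alone. The largest fall was that of Afu5g15070, a putative peroxiredoxin gene, on peptone (−3.28, SE 0.25).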

Concurring with the negative results of the DCF-tests (Figure 1b), H_2_O_2_ treatment did not upregulate antioxidative enzyme genes in iron-supplemented cultures (Table S3, Figure 5d). 

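The catalase gene *cat1* fell with H_2_O_2_ on glucose + peptone with a log2FC of −1.21 (SE 0.11), *fgaCat* with −1.51 (SE 0.19), and the putative peroxidase genes Afu5g02300 and Afu7g06890 with −1.07 (SE 0.14) and −1.69 (SE 0.18). Of 9 catalase and peroxidase genes, 1 rose, 4 fell and 4 did not pass the test (1 rose and 4 fell when adjusted over the list alone), and the excess of falling members had a Fisher's exact p = 0.0015, adjusted p = 0.0156. Without the fold change limit p was 0.105. On peptone *cat1* had −0.58 (SE 0.11) and *fgaCat* −0.81 (SE 0.19). The spore catalase gene *catA* had 0.05 (SE 0.17) on glucose + peptone and 0.07 (SE 0.17) on peptone.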

Catalase and peroxidase genes were even enriched in the downregulated gene set by H_2_O_2_ treatment on glucose + peptone (Figure 7, Table S3). Upregulation of only the *cat2* catalase (on glucose + peptone) (Figure 7, Table S3) and a putative thioredoxin gene (Afu5g13640; on peptone) was observed (Table S3). 

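Among the genes of Figure 7, *cat2* rose with H_2_O_2_ on glucose + peptone by a log2FC of 1.38 (SE 0.14, adjusted p = 2.68e-08, edgeR's quasi-likelihood test). On peptone it had 0.80 (SE 0.13), under the fold change limit, and the difference between the media (−0.58, SE 0.19) stayed under it as well. Its level was 247 ± 20 RPKM in untreated and 391 ± 23.7 RPKM in H_2_O_2_-treated cultures on peptone. The thioredoxin gene Afu5g13640 rose on peptone by 1.04 (SE 0.21), close to the limit, and had 0.91 when libraries were scaled to their totals alone. On glucose + peptone it had 0.36 (SE 0.21).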

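The alternative oxidase takes electrons from ubiquinone to oxygen and bypasses the cytochrome chain. With H_2_O_2_ *aoxA* rose by a log2FC of 2.49 (SE 0.71) on glucose + peptone (adjusted p = 0.00722, edgeR's quasi-likelihood test) and 2.82 (SE 0.72) on peptone (adjusted p = 0.00331, same test). Its level went from 1090 ± 413 to 5730 ± 778 RPKM on glucose + peptone and from 889 ± 548 to 5750 ± 2380 RPKM on peptone, so the SD in untreated cultures was large. The difference between the media was 0.32 (SE 0.95) and did not pass. In DFP-treated cultures *aoxA* had −0.51 (SE 0.67) and −1.07 (SE 0.68) after H_2_O_2_, and neither passed. The cultures with DFP alone on peptone had 1100 ± 1340 RPKM, so the value on peptone depends on single cultures.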

Interestingly, the *aoxA* alternative oxidase gene upregulated both on glucose + peptone and peptone supporting the view that this protein helps maintain the redox status of the mitochondria [42,43,44]. H_2_O_2_ treatment, however, altered iron metabolism (Table S3). In the presence of glucose, the Siderophore cluster genes and Fe-S cluster protein genes were enriched in the upregulated gene set together with TCA cycle genes, while iron-acquisition genes and heme binding protein genes were enriched in the downregulated gene set (Table S3). 

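Of 18 Siderophore cluster genes, 5 rose, 0 fell and 13 did not pass the test (5 rose and 0 fell when adjusted over the list alone) with H_2_O_2_ on glucose + peptone (Fisher's exact p = 0.00234, adjusted p = 0.0222). They were *sidF* (1.87, SE 0.39), *sidD* (1.51, SE 0.42), the fumarylalanine peptide synthetase gene *sidE* (Afu3g03350, 2.14, SE 0.21) and its neighbours Afu3g03315 (1.10, SE 0.18) and Afu3g03320 (1.18, SE 0.25), the last 2 chosen after their values were seen. *sidD* had 0.89 without H_2_O_2_ replicate 3 on glucose + peptone. In untreated cultures there *sidD* had 0.127 ± 0.0124 RPKM and *sidF* 0.181 ± 0.125 RPKM, so the rises of these genes rest on few reads. Of 42 Fe-S cluster protein genes, 6 rose, 0 fell and 36 did not pass the test (6 rose and 0 fell when adjusted over the list alone), with a Fisher's exact p = 0.0263, adjusted p = 0.157, *luA*, the aconitase gene Afu1g06810 (1.70, SE 0.11) and *lysF* (1.49, SE 0.14) among them. Of 36 TCA cycle genes, 6 rose, 1 fell and 29 did not pass the test (6 rose and 1 fell when adjusted over the list alone), with a Fisher's exact p = 0.0129, adjusted p = 0.0861, including Afu2g13810 (2.24, SE 0.15) and the α-ketoglutarate dehydrogenase gene *kgd1* (Afu4g11650, 1.30, SE 0.24). Other iron acquisition genes fell: *fre2* with −1.32 (SE 0.21), *fetC* with −1.12 (SE 0.20), *ftrA* with −1.15 (SE 0.23) and *sidA* with −1.13 (SE 0.11). Of 29 such genes 3 rose, 6 fell and 20 did not pass the test (3 rose and 6 fell when adjusted over the list alone), with a Fisher's exact p = 0.00819, adjusted p = 0.0604, and the list as a whole passed no test of a shift to 1 side (p = 0.498, fry). Without the fold change limit Fisher's exact p of the falling ones was 0.27, and with library totals alone that of Fe-S cluster protein genes was 0.122. Of 115 heme binding protein genes, 5 rose, 19 fell and 91 did not pass the test (5 rose and 20 fell when adjusted over the list alone), with a Fisher's exact p = 8.92e-05, adjusted p = 0.00155.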

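With H_2_O_2_ on peptone, the siderophore genes *sidF* (3.50, SE 0.19), *sidD* (2.58, SE 0.25), *sidH* (Afu3g03410, 2.28, SE 0.21) and *sidJ* (Afu3g03390, 2.01, SE 0.21) rose, as did the transporter genes *mirD* (1.96, SE 0.17) and *sitT* (1.77, SE 0.19) next to them. The siderophore transporter gene *mirB* fell with −1.68 (SE 0.19). Of 18 Siderophore cluster genes, 10 rose, 1 fell and 7 did not pass the test (10 rose and 1 fell when adjusted over the list alone), with a Fisher's exact p = 4.75e-09, adjusted p = 3.85e-07. Of 29 iron acquisition genes, 6 rose, 1 fell and 22 did not pass the test (6 rose and 1 fell when adjusted over the list alone), with a Fisher's exact p = 0.00359, adjusted p = 0.0319. None of the 3 reductive iron assimilation genes passed: *fre2* had −0.49 (SE 0.17), *fetC* −0.83 (SE 0.21) and *ftrA* −0.49 (SE 0.23). The response of *sidH* was higher on peptone than on glucose + peptone by 2.12 (SE 0.42, adjusted p = 6.77e-04, edgeR's quasi-likelihood test of the interaction). That of *sidF* was 1.64 (SE 0.53) and that of *sidD* 1.07 (SE 0.53), and neither passed with all libraries. *sidD* passed without H_2_O_2_ replicate 3 on glucose + peptone, with 1.69. *sidF* passed, with 1.72 to 1.92, without that library, without untreated replicate 3 of either medium and without H_2_O_2_ replicate 1 on peptone.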

In the absence of glucose, both Siderophore cluster genes and iron-acquisition genes were enriched in the upregulated gene set. H_2_O_2_ treatment altered the transcription of secondary metabolite cluster genes (Table S3). Besides the upregulation of Siderophore cluster genes, downregulation of 11 clusters (including DHN-melanin cluster) were observed on glucose (Table S3). 

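Pigment genes of the DHN-melanin cluster fell with H_2_O_2_ on glucose + peptone. The polyketide synthase gene *pksP* fell with a log2FC of −1.84 (SE 0.25), *abr1* (Afu2g17540) with −2.12 (SE 0.21), *abr2* (Afu2g17530) with −1.44 (SE 0.16) and *arp2* with −1.89 (SE 0.28), while Afu2g17520, listed in the cluster, rose. Of 10 melanin cluster genes, 1 rose, 7 fell and 2 did not pass the test (1 rose and 7 fell when adjusted over the list alone), with a Fisher's exact p = 3.77e-07, adjusted p = 1.57e-05. Of 11 fumigaclavine genes, 0 rose, 10 fell and 1 did not pass the test (0 rose and 10 fell when adjusted over the list alone), with a Fisher's exact p = 9.18e-12, adjusted p = 2.61e-09. Of 9 fumitremorgin genes, 0 rose, 7 fell and 2 did not pass the test (0 rose and 7 fell when adjusted over the list alone), with a Fisher's exact p = 1.20e-07, adjusted p = 5.51e-06, with *ftmE* at −1.84 (SE 0.16) and *ftmG* at −1.77 (SE 0.15). In all, 9 clusters had an excess of falling genes at Fisher's exact p under 0.05, and 10 had it with DESeq2. An excess of rising genes was found for 2 clusters, 1 of them the Siderophore cluster. It was found for 1 without untreated replicate 1 on glucose + peptone and for 1 with genes of at least 5 RPKM.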

In the absence of glucose, six clusters showed upregulation (including the mentioned Siderophore cluster) and seven showed downregulation (including DHN-melanin and gliotoxin clusters) (Table S3). 

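On peptone gliotoxin genes fell with H_2_O_2_: *gliN* with a log2FC of −3.95 (SE 0.22), *gliP* with −3.78 (SE 0.24), *gliC* with −3.27 (SE 0.18) and *gliT* with −1.75 (SE 0.26). Of 12 cluster genes, 0 rose, 11 fell and 1 did not pass the test (0 rose and 11 fell when adjusted over the list alone), with a Fisher's exact p = 4.92e-14, adjusted p = 2.80e-11. Without glucose in the medium, *pksP* of the melanin cluster fell with −1.81 (SE 0.25) and *ayg1* with −1.92 (SE 0.27). Of 10 melanin cluster genes, 0 rose, 6 fell and 4 did not pass the test (0 rose and 6 fell when adjusted over the list alone), with a Fisher's exact p = 2.65e-06, adjusted p = 9.04e-05. Of 11 fumigaclavine genes, 0 rose, 6 fell and 5 did not pass the test (0 rose and 6 fell when adjusted over the list alone), with a Fisher's exact p = 5.59e-06, adjusted p = 1.56e-04. In contrast, of 9 fumitremorgin genes 1 rose, 0 fell and 8 did not pass the test (1 rose and 0 fell when adjusted over the list alone). The response of *ftmG* (0.68, SE 0.16, on peptone) differed between the media by 2.45 (SE 0.22) and that of *gliP* with −3.61 (SE 0.67, adjusted p of 1.79e-08 and 3.65e-04, edgeR's quasi-likelihood test of the interaction). In untreated cultures *gliP* had 21.6 ± 6.09 RPKM on peptone but few reads on glucose + peptone. It had little room to fall there, so its difference between the media rests on few reads. By Fisher's exact test, 6 clusters had an excess of rising and 7 of falling genes at p under 0.05. Those with rising genes numbered 2 when H_2_O_2_ replicate 1 or 2 on peptone was left out and 3 without untreated replicate 1.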

Enrichment of amino acid biosynthesis genes in the upregulated gene set on glucose + peptone and glutamine family amino acid catabolic genes in the downregulated gene set on peptone are also notable (Table S2).

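With H_2_O_2_ on glucose + peptone *luA*, for isopropylmalate dehydratase of leucine synthesis, went from 34.8 ± 1.13 to 196 ± 15 RPKM, and *lysF*, for homoaconitase of lysine synthesis, from 17.6 ± 1.67 to 46 ± 4.62 RPKM. On peptone *luA* had a log2FC of −0.10 (SE 0.22), while *lysF* rose by 1.18 (SE 0.14). The difference of the *lysF* responses between the media did not pass the test (−0.31, SE 0.20, adjusted p = 0.275, edgeR's quasi-likelihood test of the interaction). The functional groups of amino acid biosynthesis and of glutamine family catabolism were not analysed here.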

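In DFP-treated cultures the catalase-peroxidase gene *cat2* rose with H_2_O_2_ by a log2FC of 5.49 (SE 0.16) on glucose + peptone and 5.92 (SE 0.16) on peptone. The superoxide dismutase gene *sod3* rose on glucose + peptone (1.76, SE 0.29) and had −0.01 (SE 0.26) on peptone. Of 33 antioxidative enzyme genes, 10 rose, 0 fell and 23 did not pass the test (10 rose and 0 fell when adjusted over the list alone) on glucose + peptone (Fisher's exact p = 0.023, adjusted p = 0.14), and 12 rose, 4 fell and 17 did not pass the test (12 rose and 4 fell when adjusted over the list alone) on peptone (Fisher's exact p = 0.00134, adjusted p = 0.0142). The responses with and without DFP also differed: the response was higher with DFP for 15 genes on glucose + peptone (p = 2.02e-04, Fisher's exact test) and for 11 on peptone (p = 0.00498). For *cat2* the differences were 4.11 (SE 0.20) and 5.12 (SE 0.20, adjusted p of 6.02e-13 and 1.36e-14, edgeR's quasi-likelihood test of the interaction). The paper sets this enrichment beside the redox imbalance it measured with the DCF test.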

The H_2_O_2_ treatment of DFP-pretreated cultures enriched antioxidative enzyme genes in the upregulated gene set (Table S3), concurring well with the increased redox imbalance detected with the DCF test (Figure 1b). In the case of glucose + peptone cultures, only “thioredoxin, glutaredoxin, glutathione system” genes, while for peptone, both “thioredoxin, glutaredoxin, glutathione system” and “catalase and peroxidase” genes, showed enrichment (Table S3, Figure 7). 

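Thioredoxin, glutaredoxin and glutathione system genes rose in part with H_2_O_2_ in DFP-treated cultures. The gliotoxin oxidase gene *gliT*, counted with them, rose on glucose + peptone (1.68, SE 0.26), and the glutathione peroxidase gene *hyr1* (Afu3g12270, 2.11, SE 0.16) and *glr1* (1.39, SE 0.12) rose on peptone. The putative peroxiredoxin gene Afu5g15070 rose on both media (1.82, SE 0.20, and 3.26, SE 0.20). The thioredoxin gene *trx1* (Afu3g14970) rose on glucose + peptone (1.01, SE 0.17) and fell on peptone (−1.08, SE 0.17). Of 19 genes of this system, 7 rose, 0 fell and 12 did not pass the test (7 rose and 0 fell when adjusted over the list alone) on glucose + peptone (Fisher's exact p = 0.0187, adjusted p = 0.12), and 8 rose, 2 fell and 9 did not pass the test (8 rose and 2 fell when adjusted over the list alone) on peptone (Fisher's exact p = 0.00297, adjusted p = 0.0276). Of 9 catalase and peroxidase genes, 2 rose, 0 fell and 7 did not pass the test (2 rose and 0 fell when adjusted over the list alone) on glucose + peptone (Fisher's exact p = 0.415, adjusted p = 1), and 4 rose, 2 fell and 3 did not pass the test (4 rose and 2 fell when adjusted over the list alone) on peptone (Fisher's exact p = 0.0288, adjusted p = 0.167). On glucose + peptone Fisher's exact p of the first system was 0.0539 in the fit over the compared groups and 0.053 with library totals alone, and on peptone it was 0.0661 without the fold change limit. For catalases and peroxidases on peptone p was 0.0682 with library totals alone, 0.0769 with genes of at least 5 RPKM and 0.0843 without the fold change limit.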

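Over the 33 antioxidative enzyme genes, H_2_O_2_ moved the group means of DFP-treated cultures by 1.41 log2 units on glucose + peptone and by 1.84 on peptone. Without DFP it moved them by 0.715 and 0.723. The media lay 1.53 apart in untreated and 1.56 in DFP + H_2_O_2_-treated cultures. Several genes carried these distances. *cat2* had 63.9 ± 1.4 RPKM with DFP and 3270 ± 383 RPKM with DFP + H_2_O_2_ on peptone, *trr1* had 163 ± 3.73 and 1400 ± 95.1 RPKM, and *hyr1* had 1160 ± 84 and 4210 ± 424 RPKM.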

Basically, besides the presence of glucose, the combined DFP + H_2_O_2_ treatment caused substantial transcriptional changes in the antioxidative enzyme gene set (Figure 5d). The upregulations were more prominent on peptone than on glucose + peptone and as a consequence antioxidative enzyme genes were enriched in the upregulated gene set when the transcriptome of the DFP + H_2_O_2_-treated cultures were compared (glucose + peptone, DFP + H_2_O_2_ vs. peptone, DFP + H_2_O_2_) (Table S3). Nevertheless, *yap1* and *atfA* encoding transcription factors involved in the regulation of oxidative stress response [45,46] were also upregulated by H_2_O_2_ treatment of DFP-pretreated cultures on peptone (Table S3). 

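In DFP + H_2_O_2_-treated cultures, *cat2* was higher on peptone than on glucose + peptone by a log2FC of 2.39 (SE 0.14), *ccp1* by 2.66 (SE 0.11), *cat1* by 2.09 (SE 0.12) and *hyr1* by 1.75 (SE 0.16, n = 3 cultures per group). Afu5g03540, a putative thioredoxin reductase gene, was lower with −2.31 (SE 0.14). Of 33 antioxidative enzyme genes, 10 were higher on peptone, 5 were lower and 18 did not pass the test (10 higher and 5 lower when adjusted over the list alone), with a Fisher's exact p = 0.0293, adjusted p = 0.169. This p was 0.0143 to 0.0713 when single libraries were left out, and 0.117 with genes of at least 5 RPKM. The response to H_2_O_2_ itself was higher on peptone by 1.46 (SE 0.15) for *aspf3* and 1.35 (SE 0.22) for *hyr1* (adjusted p of 8.90e-08 and 1.98e-05, edgeR's quasi-likelihood test of the interaction). For *cat2* the difference of 0.43 (SE 0.19) did not pass.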

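The bZIP regulator gene *yap1* (Afu6g09930) rose with H_2_O_2_ in DFP-treated cultures on peptone by a log2FC of 1.76 (SE 0.16) and had −0.42 (SE 0.16) on glucose + peptone. The gene of the stress regulator *atfA* (Afu3g11330) rose on peptone by 1.66 (SE 0.19) and had 0.12 (SE 0.19) on glucose + peptone. The responses differed between the media by 2.18 (SE 0.23) for *yap1* and 1.54 (SE 0.27) for *atfA* (adjusted p of 6.98e-08 and 4.01e-05, edgeR's quasi-likelihood test of the interaction). In cultures without DFP *yap1* had 0.44 (SE 0.16) and *atfA* 0.98 (SE 0.19) on peptone, both under the fold change limit. The related genes *atfB* (Afu5g12960, 0.60, SE 0.25) and *atfC* (Afu1g17360, −0.43, SE 0.13) did not rise on peptone, and *atfD* (Afu6g12150) rose on glucose + peptone (1.09, SE 0.20).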

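Some genes for the assembly of Fe-S clusters rose with H_2_O_2_ in DFP-treated cultures. *nbp35* (Afu2g15960), for a scaffold of cytosolic assembly, rose by a log2FC of 2.48 (SE 0.15) on glucose + peptone and 3.31 (SE 0.16) on peptone, *nar1* (Afu4g11960) by 2.34 (SE 0.17) and 2.51 (SE 0.17), *cfd1* (Afu5g03600) by 1.60 (SE 0.16) and 1.98 (SE 0.16), and the mitochondrial assembly gene *isa1* (Afu4g10690) by 1.99 (SE 0.28) and 1.39 (SE 0.27). Of 15 assembly genes, 6 rose, 0 fell and 9 did not pass the test (6 rose and 0 fell when adjusted over the list alone) on glucose + peptone (Fisher's exact p = 0.019, adjusted p = 0.121), and 8 rose, 0 fell and 7 did not pass the test (8 rose and 0 fell when adjusted over the list alone) on peptone (Fisher's exact p = 4.30e-04, adjusted p = 0.00586). Among 42 Fe-S cluster protein genes on peptone, 9 rose, 1 fell and 32 did not pass the test (9 rose and 1 fell when adjusted over the list alone), with a Fisher's exact p = 0.136, adjusted p = 0.549, p = 0.0466 with DESeq2 and p = 0.0446 without DFP replicate 3. The aconitase gene *acoA* rose by 2.29 (SE 0.14). Of 21 ergosterol genes on peptone, 2 rose, 5 fell and 14 did not pass the test (2 rose and 5 fell when adjusted over the list alone), with a Fisher's exact p = 0.0788, adjusted p = 0.354. The gene *erg24B* fell with −2.44 (SE 0.17). Fisher's exact p was 0.00307 with library totals alone, 0.029 with DESeq2, 0.0365 with its size factors, 0.0339 in the fit over the compared groups and 0.00175 without the fold change limit. It was 0.0207 without DFP replicate 1, and 0.00582 and 0.037 without DFP + H_2_O_2_ replicate 2 or 3 (Fisher's exact test). Heme binding protein genes other than catalases and peroxidases also fell on peptone, 29 of 107 against 10 that rose (29 and 10 when adjusted over the list alone), with Fisher's exact p = 4.28e-06 and *cyp5081A1* at −2.06 (SE 0.15).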

Fe-S cluster assembly genes were enriched in the upregulated gene set in the presence of glucose, while Fe-S cluster assembly and Fe-S cluster protein genes were enriched in the upregulated gene set, and ergosterol biosynthesis genes and heme binding protein genes (other than catalase and peroxidase genes) were enriched in the downregulated gene set (Table S3). In accordance with the reduced growth of DFP + H_2_O_2_-treated cultures (Figure 1a), several processes related to vegetative growth showed enrichment in the downregulated gene set (Table S2). On glucose + peptone, “Mitotic cell cycle” and “Cell wall biogenesis” genes, while on peptone, “Cytosolic ribosome”, “Membrane lipid biosynthetic process” and “Amino acid transmembrane transporter activity” genes, are notable (Table S2). 

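Chitin synthases build the cell wall: *chsB* (Afu4g04180) had a log2FC of −0.50 (SE 0.14) with H_2_O_2_ in DFP-treated cultures on glucose + peptone and *chsD* (Afu1g12600) −0.79 (SE 0.19), under the fold change limit, while *chs3* (Afu8g05620) rose on peptone (1.02, SE 0.16). Its log2FC was 0.90 without DFP replicate 1 and 0.78 when libraries were scaled to their totals alone. Of 8 chitin synthase genes, listed before any values were compared, 0 rose, 0 fell and 8 did not pass the test (0 rose and 0 fell when adjusted over the list alone) on glucose + peptone. Of 34 ribosome biogenesis genes, 2 rose, 1 fell and 31 did not pass the test (2 rose and 1 fell when adjusted over the list alone) on peptone. The oligopeptide transporter genes *optH* (−3.18, SE 0.40) and *optC* (−1.96, SE 0.14) fell on peptone. The functional groups of the cell cycle, of cytosolic ribosomes, of membrane lipids and of amino acid transport were not analysed here. The paper sets the falling groups beside the reduced growth of these cultures.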

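Of 27 glycolysis genes, 8 rose, 2 fell and 17 did not pass the test (8 rose and 2 fell when adjusted over the list alone) with H_2_O_2_ in DFP-treated cultures on glucose + peptone (Fisher's exact p = 0.0455, adjusted p = 0.238). The largest rises were of Afu5g14800 (5.14, SE 0.20), an L-lactate dehydrogenase gene, Afu2g00450 (4.64, SE 0.69), a putative hexokinase gene, and Afu8g02560 (3.47, SE 0.20). The alcohol dehydrogenase genes *adh1* (2.04, SE 0.52) and *alcC* (1.21, SE 0.25), which act after pyruvate, rose too. Copper genes that rose on both media were Afu8g01310 (3.57, SE 0.26, and 3.17, SE 0.26), Afu2g09700 (2.05, SE 0.13, and 1.94, SE 0.13) and Afu3g07690 (1.39, SE 0.19, and 2.25, SE 0.19). Of 16 copper genes, 6 rose, 1 fell and 9 did not pass the test (6 rose and 1 fell when adjusted over the list alone) on glucose + peptone (Fisher's exact p = 0.0265, adjusted p = 0.157), and 6 rose, 2 fell and 8 did not pass the test (6 rose and 2 fell when adjusted over the list alone) on peptone (Fisher's exact p = 0.0187, adjusted p = 0.12). For glycolysis on glucose + peptone Fisher's exact p was 0.311 without the fold change limit and 0.0531 with no filter, and for copper genes on peptone 0.147 without that limit and 0.0623 with genes of at least 5 RPKM. When single libraries on glucose + peptone were left out, Fisher's exact p was 0.0678 for copper genes without DFP replicate 2, and 0.069, 0.105 and 0.119 for glycolysis without DFP replicate 3 or DFP + H_2_O_2_ replicate 2 or 3. Chaperones refold proteins. Of 14 heat shock and chaperone genes, listed before any values were compared, 10 rose, 0 fell and 4 did not pass the test (10 rose and 0 fell when adjusted over the list alone) on peptone (Fisher's exact p = 1.99e-06, adjusted p = 7.22e-05). Among them were *hsp70* (Afu1g07440, 3.02, SE 0.26), *hsp78* (Afu1g11180, 3.52, SE 0.41) and *sti1* (Afu7g01860, 3.30, SE 0.16). The response of *hsp70* was higher on peptone than on glucose + peptone by 2.20 (SE 0.34, adjusted p = 1.24e-05, edgeR's quasi-likelihood test of the interaction).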

Interestingly, H_2_O_2_ treatment resulted in the upregulation of several glycolytic (on glucose +peptone) and copper homeostasis (both on glucose + peptone and peptone) as well as protein refolding and protein ubiquitination genes (on peptone) (Tables S2 and S3).

## 4. Discussion

For efficient infection, pathogens have to adapt to the microenvironments within the host organism. Host-elicited oxidative stress is a common stress that microbes have to cope with when they infect plants, insects and mammals, including humans [6,7,47,48,49]. Studying oxidative stress responses of pathogens can help us to understand how they can survive in the hostile environment within the host. This understanding may lead to improved strategies to treat infections. Unfortunately, a response to one stressor can highly depend on culturing conditions and further stressors acting either concomitantly with the main stressor or as a prior effect [29,30,31]. Therefore, understanding how microbes respond to a stress, like oxidative stress, in vivo using experimental data collected from in vitro experiments is challenging: even a small difference between the in vivo and in vitro conditions may substantially modify the stress response [28,29,30]. Since in vivo studies have technical and (in the case of animal/human hosts) ethical limitations [50], studying combinatorial stress responses can be an efficient alternative approach. This means that the stress response is investigated under different culture conditions, both alone and in combination with other stressors. The data collected can help us to gain a broader insight into the stress response and to distinguish between its “obligatory” (important under multiple conditions and therefore potentially important in vivo too) and “facultative” (characteristic to certain conditions only, therefore not necessarily important in vivo) factors.

Here, we studied oxidative stress responses of four different cultures: glucose–iron-rich, glucose-rich–iron-limited, glucose-limited–iron-rich and glucose–iron-limited cultures. The rationale behind this experimental design was that glucose–iron-rich cultures are typically used in laboratory practice, therefore the majority of our knowledge on *A. fumigatus* physiology is based on such cultures. However, the glucose availability in the human body is low (the normal blood glucose concentration is less than 0.1 g/L), and pathogens have to utilize carbon/energy sources other than glucose to survive within the host. Concurring with this, deletion of the *mcsA* gene-encoding methylcitrate synthase involved in amino acid utilization (degradation of propionyl-CoA) decreased the virulence of *A. fumigatus* [51]. In addition to the oxidative attack [6,7], iron removal is another typical host strategy to control microbial activity [52], and iron acquisition in the host is often considered a key factor in microbial pathogenicity [53].

The transcriptomes of the four types of cultures studied in our experiments were different (Figure 3), indicating that the physiology of these cultures should have also been different. Accordingly, cultures differed from each other in their growth (Figure 1a) and oxidative stress sensitivity (Figure 1b and Figure 2). Not surprisingly, cultures responded to the same oxidative stress treatment with different intensities and with different genes (Figure 8, Table S2). Focusing on ROS eliminating enzyme genes, only *cat2* (catalase–peroxidase) and *aoxA* (alternative oxidase) were upregulated in glucose–iron-rich cultures by H_2_O_2_ treatment (Table S3), and only a putative thioredoxin gene (Afu5g13640) and *aoxA* were upregulated in glucose-limited–iron-rich cultures. Thioredoxin, glutaredoxin and glutathione (TGG) systems genes (seven genes) were enriched in the upregulated gene set, and *cat2*, *sod3* (mitochondrial Mn-SOD) and *ccp1* (cytochrome c peroxidase) were also upregulated in glucose-rich–iron-limited cultures (Table S3). While both the iron dependent catalase, peroxidase genes (four genes including *cat2* and *ccp1*) and the iron independent TGG system genes (eight genes) were enriched in the upregulated gene set in glucose–iron-limited cultures (Table S3). As a consequence, the transcriptional profile of the antioxidant enzyme genes in the four different H_2_O_2_-treated cultures were different (Figure 5d). Out of the 16 genes upregulated by H_2_O_2_ treatment, at least in one type of culture, only *cat2* showed upregulation under three different conditions (and none of them under all the four conditions) (Figure 7, Table S3). 

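Of 33 antioxidative enzyme genes tested, 16 rose with H_2_O_2_ in at least 1 of the 4 kinds of culture, 7 in at least 2 and 1 in 3 by edgeR's quasi-likelihood test. The gene in 3 of them was *cat2*, whose missing call was on peptone without DFP. The 6 others with a rise in 2 kinds of culture were *ccp1*, *trr1*, *trxA*, *aspf3*, Afu5g15070 and Afu5g13640. In 5 of these, the rises were in the DFP-treated cultures on both media. Afu5g13640 rose on peptone without DFP and with it (1.08, SE 0.21), both times close to the fold change limit. Other genes fell: *fgaCat* in DFP-treated cultures on peptone (−2.11, SE 0.22), as it had without DFP on glucose + peptone, and *gliT* on peptone without DFP.

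**Figure D4:**
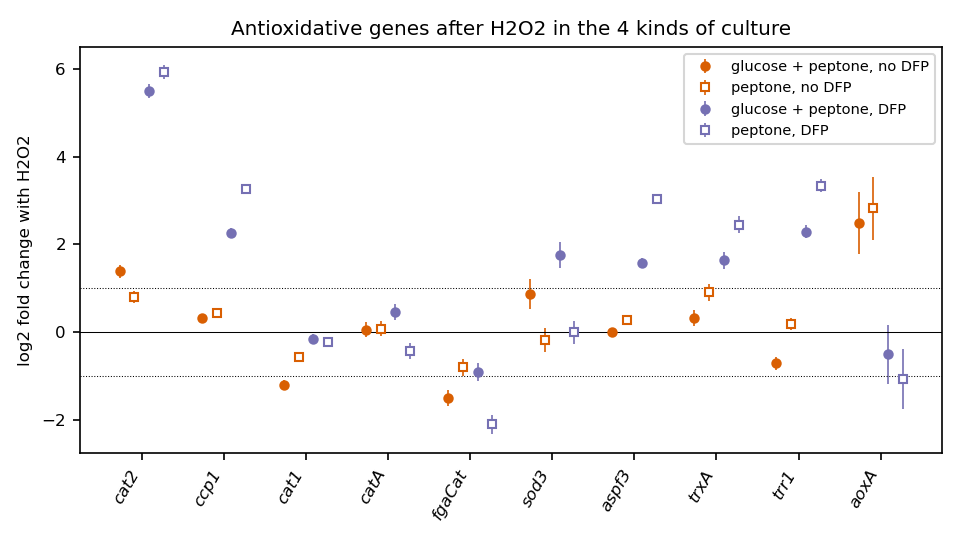
Log2FC with H_2_O_2_ (y axis) of 9 antioxidative enzyme genes and *aoxA* (x axis) in cultures without DFP (orange) and with DFP (purple). Filled points are glucose + peptone and open points peptone, bars are the SE of 3 against 3 cultures, and dotted lines stand at 1 and −1.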

Interestingly, deletion of *cat2* only attenuated the virulence moderately and only together with Δ*cat1* gene deletion, suggesting that Cat2 mycelial bifunctional catalase–peroxidase is an important element of oxidative stress protection in *A. fumigatus,* but other catalases and peroxidases can partially substitute it [15]. 

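In DFP-treated cultures, the cytochrome c peroxidase gene *ccp1* rose with H_2_O_2_ by a log2FC of 2.26 (SE 0.11) on glucose + peptone and 3.26 (SE 0.11) on peptone. The thioredoxin gene *trxA* rose by 1.63 (SE 0.19) and 2.45 (SE 0.20), the thioredoxin reductase gene *trr1* by 2.29 (SE 0.15) and 3.34 (SE 0.15), and the peroxiredoxin gene *aspf3* by 1.57 (SE 0.11) and 3.03 (SE 0.12). The alternative oxidase gene *aoxA* did not pass on either medium (adjusted p of 0.509 and 0.169, edgeR's quasi-likelihood test). Its levels varied between cultures, at 515 ± 286 RPKM with DFP and 358 ± 138 RPKM with DFP + H_2_O_2_ on glucose + peptone, and 458 ± 45.3 RPKM with DFP + H_2_O_2_ on peptone. The response of *aoxA* to H_2_O_2_ was lower with DFP than without with −3.01 (SE 0.97) on glucose + peptone and −3.89 (SE 0.98) on peptone, and both differences passed. The value on peptone rests on a DFP-treated group at 1100 ± 1340 RPKM and depends on 1 culture. Without DFP replicate 3, the log2FC of *aoxA* with DFP against untreated on peptone went from 0.23 to −1.57. For *trr1* the response was higher with DFP, by 3.01 (SE 0.20) and 3.17 (SE 0.20).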

The cytochrome c peroxidase gene *ccp1*, the alternative oxidase gene *aoxA* and elements of thioredoxin–thioredoxin reductase–peroxiredoxin system (including *trxA* thioredoxin, *trr1* thioredoxin reductase and *aspf3* peroxiredoxin genes) are also notable, since they were upregulated in both iron-limited cultures after H_2_O_2_ treatment (Table S3). Among them, gene deletion mutants of the *aspf3*, *trr1* (*trxR*) and *aoxA* were studied. Both Δ*aspf3* and Δ*trxR* mutants exhibited decreased virulence in a mouse model of pulmonary aspergillosis [11,54]. Moreover, Aspf3 was found to be essential during infection because it can compensate for the decreased activity of iron-dependent antioxidant enzymes under the iron-limited conditions within the mammalian host [32]. Deletion of *aoxA* was not accompanied with reduced virulence; however, the deletion of *cycA* (cytochrome c gene) increased AoxA activity and resulted in elevated oxidative stress tolerance and long-term persistence of the mutant in murine lungs [44].

Redox and iron homeostasis are closely linked. Several iron-dependent proteins affect the redox milieu, e.g., catalases and heme peroxidases are important in ROS elimination, while the mitochondrial electron transport chain is one of the most important ROS-generating systems. Nevertheless, iron, as a redox active transient metal, can enhance or even trigger oxidative stress when liberated in excess [55]. Therefore, besides antioxidative enzyme genes, we also focused on iron homeostasis genes. Interestingly, although carbon limitation had a small effect on iron metabolism, and iron limitation (DFP treatment) altered iron metabolism in a very similar manner in glucose-supplemented and glucose-free cultures, the oxidative stress induced transcriptional changes in iron metabolism genes were highly dependent on the presence of glucose and on the availability of iron (Table 2 and Table S3, Figure 5a–c).

In glucose–iron-rich cultures, iron acquisition and heme binding protein genes (including catalase and peroxidase genes) were enriched in the downregulated gene set, while (extracellular) siderophore cluster genes and Fe-S cluster protein genes were enriched in the upregulated gene set. In glucose-limited–iron-rich cultures, iron-acquisition genes (including siderophore-mediated iron transport, but not RIA genes) were upregulated (Table 2 and Table S3). 

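Of 115 heme binding protein genes, 3 rose and 9 fell (3 and 10 adjusted over the list alone) with H_2_O_2_ on peptone without DFP, and the others did not pass. Falling members had a Fisher's exact p = 0.12, adjusted p = 0.502, and p was 0.00332 without H_2_O_2_ replicate 1, 0.0383 with library totals alone and 7.74e-04 without the fold change limit (40 genes). The heme protein gene *gliF* fell with a log2FC of −3.16 (SE 0.21). Of 42 Fe-S cluster protein genes, 4 rose, 0 fell and 38 did not pass the test (4 rose and 0 fell when adjusted over the list alone), with a Fisher's exact p = 0.181, adjusted p = 0.666. When calls needed no fold change, 17 rose (Fisher's exact p = 0.00172). Those past the limit were *lysF*, the succinate dehydrogenase gene *sdh2* (1.10, SE 0.14), Afu1g04680 (1.17, SE 0.18) and the xanthine dehydrogenase gene Afu4g11220. The aconitase gene *acoA* had 0.41 (SE 0.13), under the fold change limit. The heme list as a whole lay lower after H_2_O_2_ (p = 7.12e-04, rotation test fry, not exact), and the Fe-S list higher (p = 6.24e-06).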

Although the transcription profile of heme and Fe-S cluster binding protein genes was altered (Figure 5a,b), these genes did not enrich in the stress responsive gene sets (Table 2 and Table S3). Besides siderophore cluster genes, Fe-S cluster assembly genes enriched in the upregulated gene set in glucose-rich–iron-limited cultures (Table 2 and Table S3). On the other hand, siderophore cluster genes, Fe-S cluster assembly and Fe-S cluster protein genes were enriched in the upregulated gene set, and heme binding protein genes (excluding catalase and peroxidase genes) enriched in the downregulated gene set, in glucose–iron-limited cultures (Table 2 and Table S3). These changes suggest that oxidative stress rearranged iron uptake and utilization in a condition dependent manner, rather than simply down-regulating them. With respect to iron uptake, we observed a trend that oxidative stress increased the importance of siderophore-mediated iron transport (based on formation of inert Fe^3+^-complexes) compared to RIA (based on the reduction of Fe^3+^) (Table S3). It is remarkable that the Siderophore cluster genes enriched in the upregulated gene set in all the four culturing conditions. It suggests that siderophore-mediated iron uptake is important not only to cope with iron limitation but also helps to survive oxidative stress. It may provide a safe iron supply in an imbalanced redox milieu. 

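The members of the Siderophore cluster that rose with H_2_O_2_ differed in part between the 4 conditions. Without DFP the rising genes included *sidF* and *sidD* for TAFC on both media, from low levels in untreated cultures. In DFP-treated cultures, where these genes were already high, *sidD* had a log2FC of −0.06 (SE 0.19) on glucose + peptone and −0.08 (SE 0.19) on peptone, *sidF* 0.05 (SE 0.12) and 0.95 (SE 0.12), and *sidH* 0.91 (SE 0.15) and −0.04 (SE 0.15), all under the fold change limit. On peptone *sidE* (4.30, SE 0.23) and its neighbours Afu3g03310 (5.90, SE 0.28), Afu3g03315 (4.84, SE 0.20) and Afu3g03320 (4.02, SE 0.28) rose with DFP present, chosen after their values were seen. The product of *sidE* is described as a peptide synthetase for fumarylalanine. A rise of cluster members is therefore not in itself a rise of genes for the secreted siderophore. On glucose + peptone Afu3g03315 rose by 2.00 (SE 0.18) and Afu3g03320 by 1.26 (SE 0.25), while *sidE* had −0.61 (SE 0.20). Without DFP Afu3g03320 rose by 1.18 (SE 0.25) on glucose + peptone and 1.19 (SE 0.27) on peptone (0.85 without peptone H_2_O_2_ replicate 3), and *sidE* had 2.14 (SE 0.21) and 0.79 (SE 0.23). Of 18 cluster genes, 6 rose, 1 fell and 11 did not pass the test (6 rose and 1 fell when adjusted over the list alone) on glucose + peptone (Fisher's exact p = 0.0468, adjusted p = 0.243), and 9 rose, 0 fell and 9 did not pass the test (9 rose and 0 fell when adjusted over the list alone) on peptone (Fisher's exact p = 3.48e-04, adjusted p = 0.00486). On glucose + peptone p was 0.00545 to 0.105 when single libraries were left out, 0.0533 with no filter, 0.0638 with genes of at least 5 RPKM and 0.0502 with DESeq2 size factors. The paper proposes that siderophore-mediated iron uptake helps survival of oxidative stress, as a safe iron supply.

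**Figure D5:**
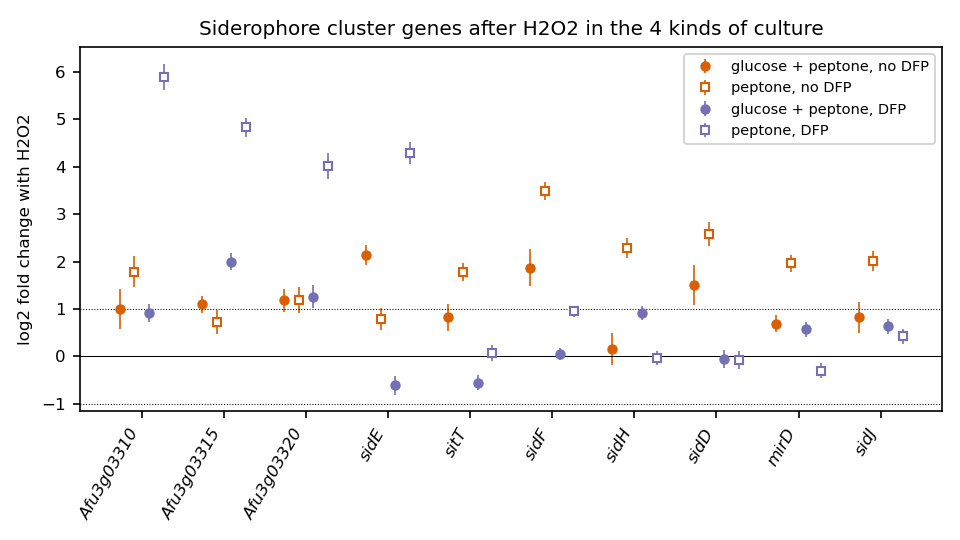
Log2FC with H_2_O_2_ (y axis) of 10 Siderophore cluster genes (x axis) in cultures without DFP (orange) and with DFP (purple). Filled points are glucose + peptone and open points peptone, bars are the SE of 3 against 3 cultures, and dotted lines stand at 1 and −1.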

Concurring with these data, deletion of *mirB* (TAF-C transporter gene), *sidA* (ornithine monooxygenase gene involved in extra- and intracellular siderophore biosynthesis) were found to be crucial for virulence [56,57], while the absence of active *sidI*, *sidH*, *sidF*, *sidD* (elements of the extracellular siderophore cluster) or *sidC* (element of the intracellular siderophore gene cluster) genes but not *ftrA* (iron permease, element of RIA) also attenuated virulence [40,57,58]. In addition to siderophore metabolism, appropriate activity of Fe-S cluster assembly appears to also be important since Fe-S cluster assembly genes and Fe-S cluster binding protein genes were enriched in the upregulated gene set in three out of the four studied culturing conditions (Table 2 and Table S3). Fe-S cluster proteins are important in, among others, nitrate and sulfate assimilation, TCA cycle, mitochondrial respiration and ROS generation, biotin and lipoic acid synthesis, or even translation and maintaining DNA integrity [59,60,61,62]. Fe-S cluster proteins are important O_2_ and NO sensors in several organisms and also sense iron and regulate iron metabolism [63]. For example, in *Saccharomyces cerevisiae*, Fe-S cluster proteins regulate the activity of low-iron-sensing Aft1 and Aft2 as well as the high-iron-sensing Yap5 transcription factors [64]. Hence, maintaining the appropriate activity of Fe-S cluster proteins can be a key factor for survival in hostile environments and may represent a target of antifungal therapy. Although Fe-S cluster proteins are important for both the host cells and the pathogens, the effect of therapies based on Fe-S cluster assembly inhibition can be selective: providing the necessary activity of Fe-S cluster proteins can be much more challenging for fungi trying to survive under a combined oxidative–iron-limitation stress than for the host cells with sufficient iron supply and in optimal redox milieu.

We concluded that the oxidative stress response of *A. fumigatus* highly depended on culturing conditions, namely glucose and iron availability. Such flexibility of stress responses can be crucial for effective adaptation to adverse environmental conditions that human pathogens must cope with. Due to this flexibility, predicting the behavior of pathogens in vivo using data collected in vitro is challenging. Our results also demonstrated that iron metabolism was important not only to cope with iron-limitation stress but also to handle oxidative stress efficiently. Besides siderophore secretion, Fe-S cluster protein production also appeared crucial for adaptation to oxidative stress especially under iron-limited conditions. Although the pathogens and host cells live together in the same place, their culturing conditions (e.g., iron availability or occurrence of oxidative stress) can be very different. Therefore, inhibition of a universally important biochemical process, like Fe-S cluster assembly, may inhibit the pathogen growth selectively.

## Figures and Tables

**Figure 1:**
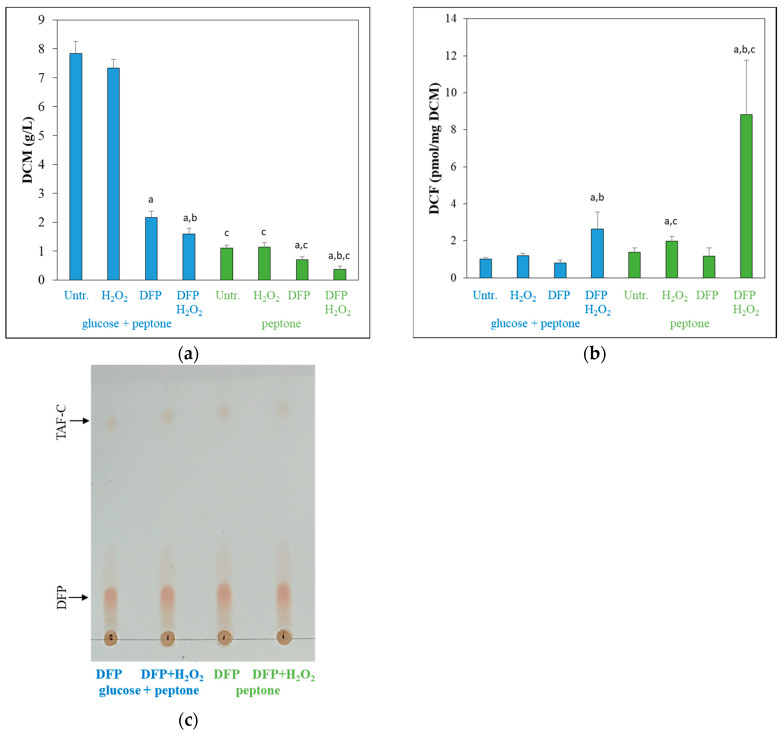
Growth (**a**), redox imbalance detected with the DCF test (**b**), and TAF-C production (**c**) of *A. fumigatus* cultures growing in the presence (blue) or absence (green) of glucose. Mean ± SD calculated from three biological replicates are presented. ^a^ Significant difference (Student’s *t*-test; *p* < 0.05) between the treated (H_2_O_2_, DFP, or DFP + H_2_O_2_) and the appropriate untreated cultures in the presence or absence of glucose. ^b^ Significant difference (Student’s *t*-test; *p* < 0.05) between the DFP + H_2_O_2_ treated and the appropriate DFP treated cultures in the presence or absence of glucose. ^c^ Significant difference (Student’s *t*-test; *p* < 0.05) between the cultures growing in the absence of glucose and the appropriate culture growing in the presence of glucose.

**Figure 2:**
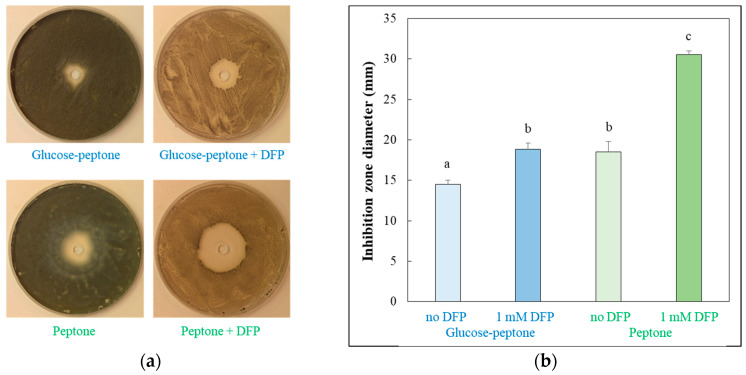
Inhibitory effect of H_2_O_2_ on the growth of *A. fumigatus* in different surface cultures. *A. fumigatus* Af293 was grown at 37 °C for 5 d, on glucose–peptone or peptone agar plates either supplemented or not with 1 mM DFP. H_2_O_2_ (50 μL; 4 mol/L) was added at 1 d. (**a**) Representative photos of the 5 d old cultures. The diameter of the Petri-dish was 85 mm. (**b**) Diameter of the inhibition zone. Means ± SD (*n* = 3) are presented. Different letters indicate a significant difference between the means (one-way ANOVA followed by Tukey post hoc test; *p* < 0.05).

**Figure 3:**
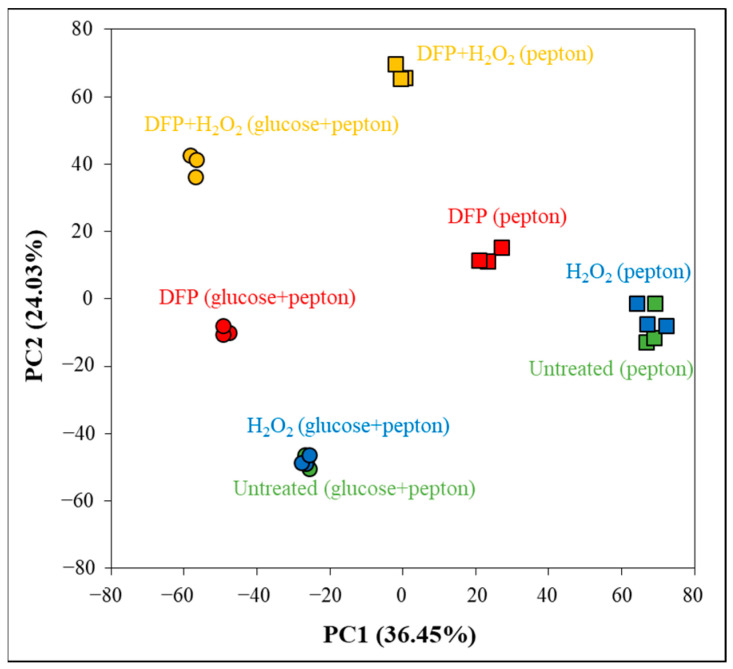
Principal component (PC) analysis of the transcriptomes based on rlog values.

**Figure 4:**
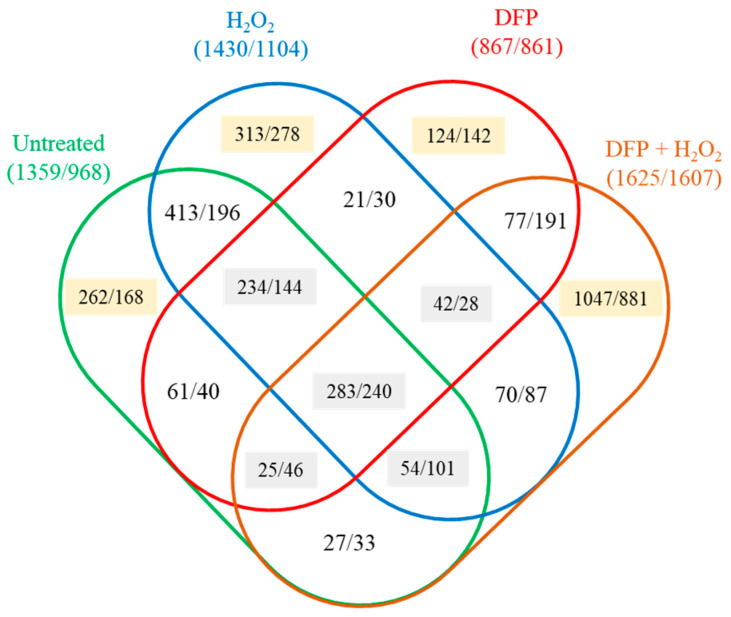
Transcriptional consequences of glucose withdrawal under different culturing conditions. The number of upregulated/downregulated genes are presented. The backgrounds of the numbers of upregulated or downregulated genes encode the number of culturing conditions affected: yellow for one condition, gray for three or more.

**Figure 5:**
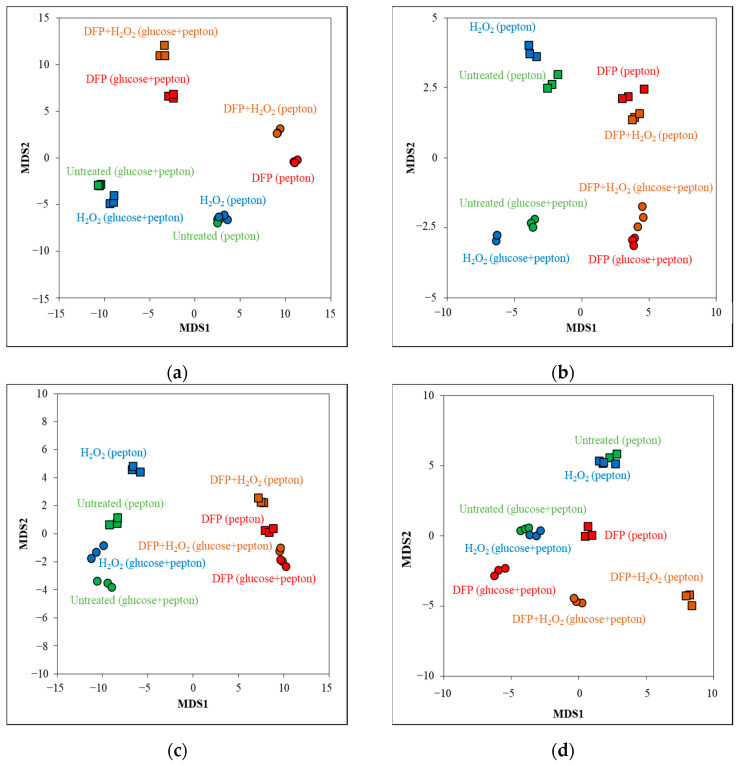
Multidimensional scaling of heme binding protein genes (**a**), Fe-S cluster protein genes (**b**), iron acquisition genes (**c**) and antioxidative enzyme genes (**d**) by their transcriptional activity (rlog values).

**Figure 6:**
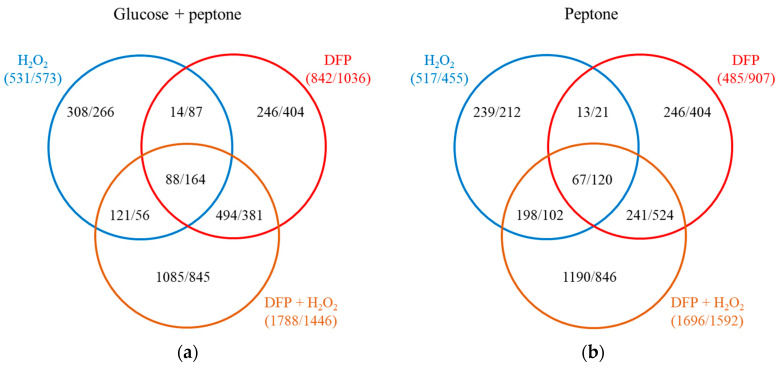
Transcriptional consequences of H_2_O_2_, DFP and DFP + H_2_O_2_ treatments in medium containing glucose + peptone (**a**) or only peptone (**b**) as carbon source. The number of upregulated/downregulated genes are presented.

**Figure 7:**
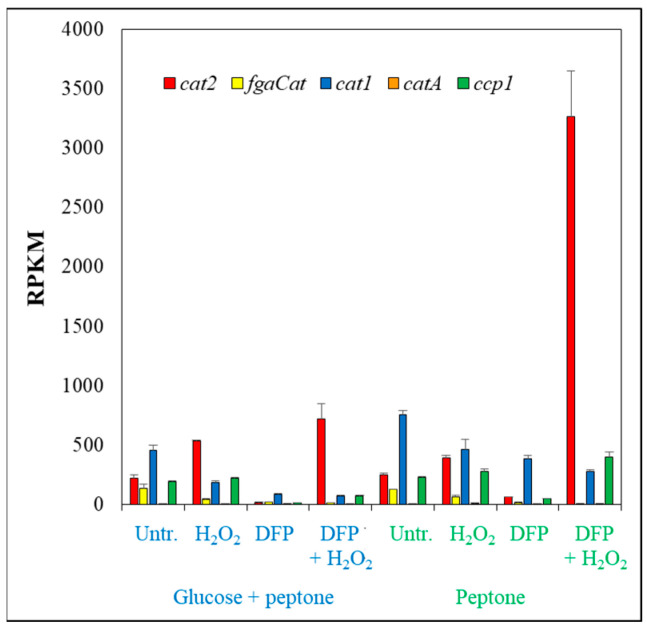
Transcriptional activity of selected catalase and heme peroxidase genes. Means ± SD of three biological replicates are presented. For DEGs, see also Table S3.

**Figure 8:**
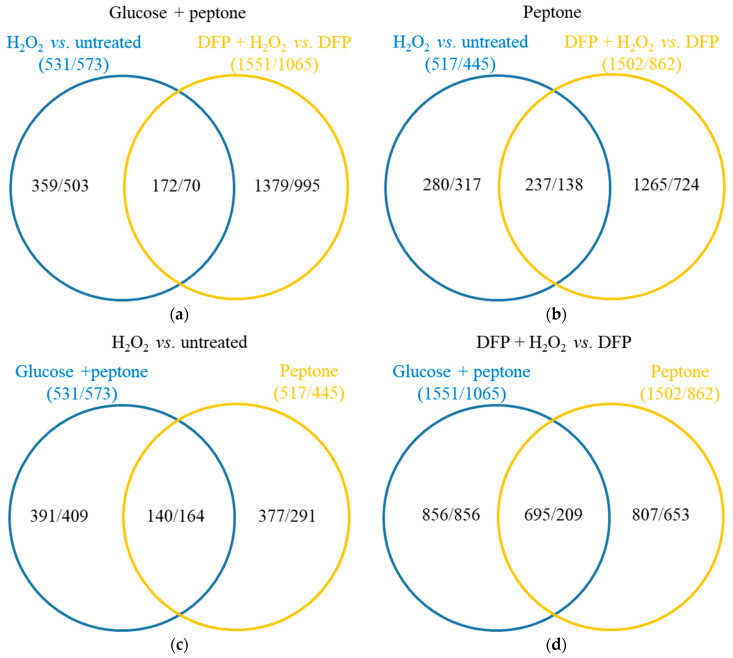
Differences between stress responses elicited by H_2_O_2_. Panels A and B show the Venn analyses of stress-responsive gene sets detected in the absence and in the presence of DFP on glucose + peptone (**a**) or on peptone (**b**). Panels C and D show the Venn analyses of stress-responsive gene sets detected on glucose + peptone and on peptone in the absence (**c**) and in the presence of DFP (**d**). The number of upregulated/downregulated genes are presented.

**Table 2:** Transcriptional behavior of selected gene groups.

Gene Sets	Peptone vs. Glucose + Peptone	DFP Pretreated vs. Not Pretreated		H_2_O_2_ Treated vs. Untreated			
		Glucose + Peptone	Peptone	Iron Supplemented		DFP Pretreated	
				Glucose + Peptone	Peptone	Glucose + Peptone	Peptone
Iron acquisition	-	upregulated	upregulated	downregulated	upregulated	-	-
RIA *	-	upregulated	upregulated	downregulated	-	-	-
Siderophore cluster	up/downregulated	upregulated	upregulated	upregulated	upregulated	upregulated	upregulated
Fe-S cluster assembly	-	-	-	-	-	upregulated	upregulated
Fe-S cluster protein	-	downregulated	downregulated	upregulated	-	-	upregulated
Heme biosynthesis	-	-	-	-	-	-	-
Heme binding proteins	up/downregulated	downregulated	up/downregulated	downregulated	-	-	downregulated
Catalases and peroxidases	-	downregulated	downregulated	downregulated	-	-	upregulated
TGG * system	-	-	-	-	-	upregulated	upregulated
TCA * cycle	-	downregulated	downregulated	upregulated	-	-	-
Respiration	-	downregulated	-	-	-	-	-
Ergosterol biosynthesis	-	upregulated	upregulated	-	-	-	downregulated

*—RIA: reductive iron assimilation; TGG: thioredoxin, glutaredoxin, glutathione; TCA: tricarboxylic acid.

## Data Availability

The transcriptome data sets are available in the Gene Expression Omnibus database (GEO; http://www.ncbi.nlm.nih.gov/geo/; accessed on 14 March 2024) with the following accession number: GSE256524.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/jof10030221/s1, Figure S1: Differences between stress responses elicited by H_2_O_2_, DFP, and DFP + H_2_O_2_ treatments in untreated cultures and by H_2_O_2_ treatment in DFP treated cultures observed in the presence and absence of glucose. The number of upregulated/downregulated genes are presented; Table S1: Correlation between transcriptional changes detected in this and previous studies; Table S2: Results of the gene set enrichment analyses; Table S3: Transcriptional behavior of genes belonging to selected gene groups.

## References

[1] Bongomin F., Gago S., Oladele R.O., Denning D.W. (2017). Global and multi-national prevalence of fungal diseases-estimate precision. J. Fungi.

[2] Dagenais T.R., Keller N.P. (2009). Pathogenesis of *Aspergillus fumigatus* in invasive aspergillosis. Clin. Microbiol. Rev..

[3] Howard S.J., Arendrup M.C. (2011). Acquired antifungal drug resistance in *Aspergillus fumigatus*: Epidemiology and detection. Med. Mycol..

[4] Burks C., Darby A., Gómez Londoño L., Momany M., Brewer M.T. (2021). Azole-resistant *Aspergillus fumigatus* in the environment: Identifying key reservoirs and hotspots of antifungal resistance. PLoS Pathog..

[5] Brown N.A., Goldman G.H. (2016). The contribution of *Aspergillus fumigatus* stress responses to virulence and antifungal resistance. J. Microbiol..

[6] Prüfer S., Weber M., Stein P., Bosmann M., Stassen M., Kreft A., Schild H., Radsak M.P. (2014). Oxidative burst and neutrophil elastase contribute to clearance of *Aspergillus fumigatus* pneumonia in mice. Immunobiology.

[7] Hatinguais R., Pradhan A., Brown G.D., Brown A.J.P., Warris A., Shekhova E. (2021). Mitochondrial reactive oxygen species regulate immune responses of macrophages to *Aspergillus fumigatus*. Front. Immunol..

[8] Warris A., Ballou E.R. (2019). Oxidative responses and fungal infection biology. Semin. Cell Dev. Biol..

[9] Henriet S., Verweij P.E., Holland S.M., Warris A. (2013). Invasive fungal infections in patients with chronic granulomatous disease. Adv. Exp. Med. Biol..

[10] Zhai P., Shi L., Zhong G., Jiang J., Zhou J., Chen X., Dong G., Zhang L., Li R., Song J. (2021). The OxrA protein of *Aspergillus fumigatus* is required for the oxidative stress response and fungal pathogenesis. Appl. Environ. Microbiol..

[11] Hillmann F., Bagramyan K., Straßburger M., Heinekamp T., Hong T.B., Bzymek K.P., Williams J.C., Brakhage A.A., Kalkum M. (2016). The crystal structure of peroxiredoxin asp f3 provides mechanistic insight into oxidative stress resistance and virulence of *Aspergillus fumigatus*. Sci. Rep..

[12] Reeves E.P., Reiber K., Neville C., Scheibner O., Kavanagh K., Doyle S. (2009). A nonribosomal peptide synthetase (Pes1) confers protection against oxidative stress in *Aspergillus fumigatus*. FEBS J..

[13] Tsitsigiannis D.I., Bok J.W., Andes D., Nielsen K.F., Frisvad J.C., Keller N.P. (2005). *Aspergillus* cyclooxygenase-like enzymes are associated with prostaglandin production and virulence. Infect. Immun..

[14] Lambou K., Lamarre C., Beau R., Dufour N., Latge J.P. (2010). Functional analysis of the superoxide dismutase family in *Aspergillus fumigatus*. Mol. Microbiol..

[15] Paris S., Wysong D., Debeaupuis J.P., Shibuya K., Philippe B., Diamond R.D., Latgé J.P. (2003). Catalases of *Aspergillus fumigatus*. Infect. Immun..

[16] Calera J.A., Paris S., Monod M., Hamilton A.J., Debeaupuis J.P., Diaquin M., López-Medrano R., Leal F., Latgé J.P. (1997). Cloning and disruption of the antigenic catalase gene of *Aspergillus fumigatus*. Infect. Immun..

[17] Lamarre C., Ibrahim-Granet O., Du C., Calderone R., Latgé J.P. (2007). Characterization of the SKN7 ortholog of *Aspergillus fumigatus*. Fungal Genet. Biol..

[18] Lessing F., Kniemeyer O., Wozniok I., Loeffler J., Kurzai O., Haertl A., Brakhage A.A. (2007). The *Aspergillus fumigatus* transcriptional regulator AfYap1 represents the major regulator for defense against reactive oxygen intermediates but is dispensable for pathogenicity in an intranasal mouse infection model. Eukaryot. Cell.

[19] Ma Y., Qiao J., Liu W., Wan Z., Wang X., Calderone R., Li R. (2008). The sho1 sensor regulates growth, morphology, and oxidant adaptation in *Aspergillus fumigatus* but is not essential for development of invasive pulmonary aspergillosis. Infect. Immun..

[20] Valiante V., Heinekamp T., Jain R., Härtl A., Brakhage A.A. (2008). The mitogen-activated protein kinase MpkA of *Aspergillus fumigatus* regulates cell wall signaling and oxidative stress response *Fungal Genet*. Biol..

[21] Rocha M.C., Godoy K.F., de Castro P.A., Hori J.I., Bom V.L., Brown N.A., Cunha A.F., Goldman G.H., Malavazi I. (2015). The *Aspergillus fumigatus pkcAG579R* mutant is defective in the activation of the cell wall integrity pathway but is dispensable for virulence in a neutropenic mouse infection model. PLoS ONE.

[22] de Vries R.P., Riley R., Wiebenga A., Aguilar-Osorio G., Amillis S., Uchima C.A., Anderluh G., Asadollahi M., Askin M., Barry K. (2017). Comparative genomics reveals high biological diversity and specific adaptations in the industrially and medically important fungal genus *Aspergillus*. Genome Biol..

[23] Emri T., Sümegi-Győri V.M., Páll K., Gila B.C., Pócsi I. (2022). Effect of the combinatorial iron-chelation and oxidative stress on the growth of *Aspergillus* species. Res. Microbiol..

[24] Desoubeaux G., Cray C. (2018). Animal Models of Aspergillosis. Comp. Med..

[25] Ene I.V., Adya A.K., Wehmeier S., Brand A.C., MacCallum D.M., Gow N.A., Brown A.J. (2012). Host carbon sources modulate cell wall architecture, drug resistance and virulence in a fungal pathogen. Cell Microbiol..

[26] Emri T., Antal K., Gila B., Jónás A.P., Pócsi I. (2022). Stress responses elicited by glucose withdrawal in *Aspergillus fumigatus*. J. Fungi.

[27] He R., Wei P., Odiba A.S., Gao L., Usman S., Gong X., Wang B., Wang L., Jin C., Lu G. (2024). Amino sugars influence *Aspergillus fumigatus* cell wall polysaccharide biosynthesis, and biofilm formation through interfering galactosaminogalactan deacetylation. Carbohydr. Polym..

[28] Kurucz V., Krüger T., Antal K., Dietl A.M., Haas H., Pócsi I., Kniemeyer O., Emri T. (2018). Additional oxidative stress reroutes the global response of *Aspergillus fumigatus* to iron depletion. BMC Genom..

[29] Brown A.J.P., Cowen L.E., di Pietro A., Quinn J. (2017). Stress adaptation. Microbiol. Spectr..

[30] Emri T., Forgács K., Pócsi I. (2022). Biologia futura: Combinatorial stress responses in fungi. Biol. Futur..

[31] Song J., Shi L., Wang S., Wang Y., Zhu Y., Jiang J., Li R. (2022). Acidic/alkaline stress mediates responses to azole drugs and oxidative stress in *Aspergillus fumigatus*. Microbiol. Spectr..

[32] Brantl V., Boysen J.M., Yap A., Golubtsov E., Ruf D., Heinekamp T., Straßburger M., Dichtl K., Haas H., Hillmann F. (2021). Peroxiredoxin Asp f3 is essential for *Aspergillus fumigatus* to overcome iron limitation during infection. mBio.

[33] Barratt R.W., Johnson G.B., Ogata W.N. (1965). Wild-type and mutant stocks of *Aspergillus nidulans*. Genetics.

[34] Emri T., Molnár Z., Pócsi I. (2005). The appearances of autolytic and apoptotic markers are concomitant but differently regulated in carbon-starving *Aspergillus nidulans* cultures. FEMS Microbiol. Lett..

[35] Sámi L., Emri T., Pócsi I. (2001). Autolysis and aging of *Penicillium chrysogenum* cultures under carbon starvation: III: Glutathione metabolism and formation of reactive oxygen species. Mycol. Res..

[36] Chomczynski P.A. (1993). Reagent for the Single-Step Simultaneous Isolation of RNA, DNA and Proteins from Cell and Tissue Samples. Biotechniques.

[37] Kim D., Paggi J.M., Park C., Bennett C., Salzberg S.L. (2019). Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat. Biotechnol..

[38] Liao Y., Smyth G.K., Shi W. (2014). featureCounts: An efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[39] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[40] Schrettl M., Bignell E., Kragl C., Sabiha Y., Loss O., Eisendle M., Wallner A., Arst H.N., Haynes K., Haas H. (2007). Distinct roles for intra- and extracellular siderophores during *Aspergillus fumigatus* infection. PLoS Pathog..

[41] Haas H. (2012). Iron—A key nexus in the virulence of *Aspergillus fumigatus*. Front. Microbiol..

[42] Magnani T., Soriani F.M., Martins V.P., Nascimento A.M., Tudella V.G., Curti C., Uyemura S.A. (2007). Cloning and functional expression of the mitochondrial alternative oxidase of *Aspergillus fumigatus* and its induction by oxidative stress. FEMS Microbiol. Lett..

[43] Magnani T., Soriani F.M., de Paulo Martins V., Policarpo A.C., Sorgi C.A., Faccioli L.H., Curti C., Uyemura S.A. (2008). Silencing of mitochondrial alternative oxidase gene of *Aspergillus fumigatus* enhances reactive oxygen species production and killing of the fungus by macrophages. J. Bioenerg. Biomembr..

[44] Grahl N., Dinamarco T.M., Willger S.D., Goldman G.H., Cramer R.A. (2012). *Aspergillus fumigatus* mitochondrial electron transport chain mediates oxidative stress homeostasis, hypoxia responses and fungal pathogenesis. Mol. Microbiol..

[45] Qiao J., Liu W., Li R. (2010). Truncated *Afyap1* attenuates antifungal susceptibility of *Aspergillus fumigatus* to voriconazole and confers adaptation of the fungus to oxidative stress. Mycopathologia.

[46] Silva L.P., Horta M.A.C., Goldman G.H. (2021). Genetic interactions between *Aspergillus fumigatus* basic leucine zipper (bZIP) transcription factors AtfA, AtfB, AtfC, and AtfD. Front. Fungal Biol..

[47] Fones H., Preston G.M. (2012). Reactive oxygen and oxidative stress tolerance in plant pathogenic *Pseudomonas*. FEMS Microbiol. Lett..

[48] Buchon N., Silverman N., Cherry S. (2014). Immunity in *Drosophila melanogaster*—From microbial recognition to whole-organism physiology. Nat. Rev. Immunol..

[49] Sun J., Xiao S., Xue C. (2023). The tug-of-war on iron between plant and pathogen. Phytopathol. Res..

[50] Allert S., Brunke S., Hube B. (2016). In vivo transcriptional profiling of human pathogenic fungi during infection: Reflecting the real life?. PLoS Pathog..

[51] Ibrahim-Granet O., Dubourdeau M., Latgé J.P., Ave P., Huerre M., Brakhage A.A., Brock M. (2008). Methylcitrate synthase from *Aspergillus fumigatus* is essential for manifestation of invasive aspergillosis. Cell. Microbiol..

[52] Nairz M., Weiss G. (2020). Iron in infection and immunity. Mol. Asp. Med..

[53] Misslinger M., Hortschansky P., Brakhage A.A., Haas H. (2021). Fungal iron homeostasis with a focus on *Aspergillus fumigatus*. Biochim. Biophys. Acta Mol. Cell Res..

[54] Binder J., Shadkchan Y., Osherov N., Krappmann S. (2020). The essential thioredoxin reductase of the human pathogenic mold *Aspergillus fumigatus* is a promising antifungal target. Front. Microbiol..

[55] Dlouhy A.C., Outten C.E. (2013). The iron metallome in eukaryotic organisms. Met. Ions Life Sci..

[56] Aguiar M., Orasch T., Shadkchan Y., Caballero P., Pfister J., Sastré-Velásquez L.E., Gsaller F., Decristoforo C., Osherov N., Haas H. (2022). Uptake of the siderophore triacetylfusarinine C, but not fusarinine C, is crucial for virulence of *Aspergillus fumigatus*. mBio.

[57] Schrettl M., Bignell E., Kragl C., Joechl C., Rogers T., Arst H.N., Haynes K., Haas H. (2004). Siderophore biosynthesis but not reductive iron assimilation is essential for *Aspergillus fumigatus* virulence. J. Exp. Med..

[58] Yasmin S., Alcazar-Fuoli L., Gründlinger M., Puempel T., Cairns T., Blatzer M., Lopez J.F., Grimalt J.O., Bignell E., Haas H. (2012). Mevalonate governs interdependency of ergosterol and siderophore biosyntheses in the fungal pathogen *Aspergillus fumigatus*. Proc. Natl. Acad. Sci. USA.

[59] Beinert H., Holm R.H., Münck E. (1997). Iron–sulfur clusters: Nature’s modular, multipurpose structures. Science.

[60] Stiban J., So M., Kaguni L.S. (2016). Iron-sulfur clusters in mitochondrial metabolism: Multifaceted roles of a simple cofactor. Biochemistry.

[61] Read A.D., Bentley R.E., Archer S.L., Dunham-Snary K.J. (2021). Mitochondrial iron-sulfur clusters: Structure, function, and an emerging role in vascular biology. Redox Biol..

[62] Romero A.M., Martínez-Pastor M.T., Puig S. (2021). Iron in translation: From the beginning to the end. Microorganisms.

[63] Mettert E.L., Kiley P.J. (2015). Fe-S proteins that regulate gene expression. Biochim. Biophys. Acta.

[64] Outten C.E., Albetel A.N. (2013). Iron sensing and regulation in *Saccharomyces cerevisiae*: Ironing out the mechanistic details. Curr. Opin. Microbiol..

# Supplementary material for: The Oxidative Stress Response Highly Depends on Glucose and Iron Availability in Aspergillus fumigatus
**Source:** J Fungi (Basel). 2024 Mar 18;10(3):221. doi: 10.3390/jof10030221
**Supplement:** Supplementary file 1

## Slide 1

A
B
H2O2 vs. untreated
DFP vs. untreated
Peptone
(517/455)
Peptone
(485/907)
Glucose + peptone
(531/573)
Glucose + peptone
(842/1036)
611/648 231/388 254/519
391/409 140/164 377/291
C
D
DFP + H2O2 vs. DFP
DFP + H2O2 vs. untreated
Peptone
(1696/1592)
Peptone
(1502/862)
Glucose + peptone
(1788/1446)
Glucose + peptone
(1551/1065)
1113/956 675/490 1021/1102
856/856 695/209 807/653
Figure S1 Differences between stress responses elicited by H2O2 (A), DFP (B), and DFP + H2O2 (C) treatments in untreated cultures and by H2O2 treatment in DFP treated cultures (D) observed in the presence and absence of glucose. The number of upregulated/downregulated genes are presented.

How the deposited data were processed for this re-analysis (not part of the article)

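RNA was measured from 24 cultures of *A. fumigatus* Af293, 3 for each of 8 groups: untreated, H_2_O_2_-treated, DFP-treated and DFP + H_2_O_2_-treated mycelium on glucose + peptone and on peptone. The authors prepared TruSeq libraries, sequenced single reads, checked them with FastQC, aligned them with HISAT2 (2.1.0) and counted reads per gene with featureCounts (2.0.0). The deposited counts are whole reads per gene and library, without scaling. The strand setting and the treatment of reads that map to several places are not stated. The deposited RPKM values were made by the authors from these counts: each equals the count divided by the gene length in kilobases and by the library's total number of reads, on the usual RPKM scale, with a largest relative difference of 5.2e-15. The authors compared groups with DESeq2 (1.24.0). The table holds 10130 genes, of which 51 have no read in any library. Of its genes, 10086 were matched to a reference table of locus tags, 1579 of them with a symbol, and 232 are named in Table S3.

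Reads per library ranged from 8638898 to 39671408, with a median of 15117963. Reads carry no molecular identifiers, so copies made during amplification cannot be told from independent molecules. Counting error covers the sampling of reads only, and the spread between the 3 cultures of a group was used for every test.

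The design written before the counts were opened assumed RPKM only and named limma for that case. The table also holds counts, so the replacement named in the design was used: edgeR (4.0.16) in R (4.3.3) with TMM scaling, filterByExpr, estimateDisp, glmQLFit and glmQLFTest. The model had 1 coefficient for each of the 8 groups, was fitted over all 24 libraries and kept 9495 genes. A gene was called at an adjusted p under 0.05 (Benjamini and Hochberg, over all tested genes) and an absolute log2FC over 1. The 12 comparisons were H_2_O_2_ against untreated, DFP against untreated, DFP + H_2_O_2_ against untreated and DFP + H_2_O_2_ against DFP on each medium, and peptone against glucose + peptone in each of the 4 treatments. Contrasts between them tested 5 differences of responses. The standard error of a log2FC is its size divided by the square root of the F value. The tests are two-sided except Fisher's.

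Members called higher or lower in a gene list were set against all other tested genes with Fisher's exact test, one-sided. The paper names this test without stating a side or the background genes. Over 71 lists, 12 comparisons and both directions this made 1704 tests, of which 331 had p under 0.05 and 220 an adjusted p under 0.05. The fry function of limma (3.58.1) tested shifts of whole lists and compares a list with no other genes. Lists came from Table S3. To them 10 lists were added from gene symbols before any count was compared between groups: conidiation genes (5 genes), heat shock proteins and chaperones (14), proteasome subunits (16), ribosome biogenesis (34), peroxisome biogenesis (19), tyrosine degradation (5), secreted proteases and peptidases (13), oligopeptide transporters (8), chitin synthases (8) and hydrophobins (6). The conidiation, chaperone and proteasome lists are of kinds that the design names, and the other added lists are not among those it names. Correlations between responses are Pearson's r of log2FC over tested genes. Principal components and distances used log2 of RPKM with a pseudocount of 0.5 after scaling. Distances are root mean square differences over genes. Python (3.11.15), numpy (2.4.6) and matplotlib (3.10.9) made tables and figures.

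Genes were named by a rule set in advance, to which limits were added. It takes the genes the paper names, the named members of the lists, and for 8 of the comparisons the 10 largest changes each way, of which up to 5 are given. These had to be called, to have a mean of at least 10 RPKM in the higher group and no overlap between the 3 and 3 libraries, and to have a name or a described product. The limits on RPKM, overlap and name were not in the rule set in advance. Where the text speaks of the largest rises or falls, they are the largest among genes that met these limits. Values in Table S3 had been seen when the rule was written.

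Alternatives were no filter (10079 genes), at least 5 RPKM in at least 3 libraries (8491 genes), DESeq2 size factors in edgeR, a fit over the compared groups only, a block for the replicate number, DESeq2 (1.42.0), calls with no fold threshold, and each library left out in turn. Pseudocounts of 0.1 and 1 RPKM, no filter and RPKM as deposited were tried for principal components. Scaling to library totals alone was added later. The procedure was tested on simulated data: of 100 changed genes, 92% were recovered at a log2FC of 1.5 and 98% at 3 in the comparison of H_2_O_2_ with untreated on glucose + peptone (9364 genes tested, 1 false call). In the comparison of DFP + H_2_O_2_ with DFP on peptone, 93% and 99% were recovered. The simulated groups shared the same baseline, and few genes were changed, as many up as down. The counts were drawn from the kind of model that the test assumes. The simulation therefore does not test the scaling between libraries where many genes change.

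Left out were the functional categories without a gene list, the tables of Table S1 and S2 that were read in part only, lists that needed product names, and growth, enzyme and redox measurements, which are not in the table of counts.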

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

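The draws of libraries and the tests of scaling, of read number and of a shared difference for the tyrosine degradation genes were chosen after the results were seen, while the lists were set before. Responses differed between groups of cultures by a direct test of the difference, with edgeR's quasi-likelihood test of the interaction. The H_2_O_2_ response differed between the media for 922 genes without DFP (434 higher on peptone, 488 lower) and for 3052 genes with DFP (1416 higher, 1636 lower). The H_2_O_2_ response with DFP differed from that without for 3016 genes on glucose + peptone (1677 higher with DFP, 1339 lower) and 2459 on peptone (1371 higher, 1088 lower). The larger direction turned for 2 of these counts, to 1554 higher and 1471 lower with DESeq2 size factors for the second and to 1198 and 1328 with library totals for the fourth. The DFP response differed between the media for 1553 genes (665 higher on peptone, 888 lower).

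Each of these 5 counts was set against 40 random draws of the same 12 libraries into 4 groups, the real one included. As many genes were called in 6, 2, 1, 3 and 4 of the 40 draws in the order above, and the highest counts of the other draws were 4217, 3376, 2648, 2749 and 2769. For the H_2_O_2_ responses with and without DFP on glucose + peptone, no other draw called as many. At an unadjusted p under 0.05 by edgeR's test and the same fold, the real draws held 1043, 3084, 3084, 2519 and 1653 genes and the highest other draws 4296, 3712, 3221, 3076 and 3085. A draw with 4217 genes against 922 points to a structure of the samples: a draw that puts unequal numbers of libraries of 1 medium or treatment on the 2 sides of the contrast brings their large differences into it. In 39 more draws with equal numbers on both sides, added after this was seen, the highest counts by edgeR's test were 0, 0, 0, 0 and 1, and 247, 219, 206, 208 and 435 at the unadjusted p. These draws put unlike cultures into 1 group, which raised the common dispersion from 0.0193 to at least 0.0924, 0.102, 0.0902, 0.0788 and 0.088 and lowers the number of calls. The first draws bring in group differences and both raise the spread, so whether chance can be excluded is not settled by either for these 5 counts.

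Of 14 heat shock and chaperone genes, the H_2_O_2_ response was higher on peptone for 7 without DFP (Fisher's exact p = 1.03e-06) and for 9 with DFP (p = 3.50e-05), a difference between groups, and that of *bipA* (Afu2g04620) without DFP by 2.24 (SE 0.20). For 13 secreted protease and peptidase genes, the H_2_O_2_ response without DFP was higher on peptone for 6 and lower for 3, a difference between groups (Fisher's exact p = 1.15e-05), and that of *lap2* (Afu3g00650) was higher by 3.72 (SE 0.24). Of 8 oligopeptide transporter genes, the DFP response was higher on peptone for 5, a difference between groups (Fisher's exact p = 7.78e-05), that of *optE* by 6.41 (SE 0.36).

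Some signals lie in lists that the paper does not test as such. It does report enriched categories that may share genes with them, such as amino acid catabolism, structural constituents of the cell wall and protein refolding. With H_2_O_2_ on glucose + peptone 3 of 5 conidiation genes fell (Fisher's exact p = 0.00224), *brlA* (Afu1g16590) with −1.02 (SE 0.13), *pksP*, which also belongs to the DHN-melanin cluster whose fall the paper reports, with −1.84 (SE 0.25) and *rodA* with −2.55 (SE 0.54). In the same comparison 7 of 13 secreted protease and peptidase genes fell (Fisher's exact p = 4.56e-06), *lap2* with −2.83 (SE 0.18) and *dppIV* (Afu4g09320) with −2.88 (SE 0.16). With H_2_O_2_ on peptone 7 of 34 ribosome biogenesis genes rose (Fisher's exact p = 0.00173, and 0.352 with 2 genes without H_2_O_2_ replicate 3), *efg1* (Afu2g02870) with 1.26 (SE 0.20). In DFP + H_2_O_2_-treated cultures 11 of 14 heat shock and chaperone genes were higher on peptone (Fisher's exact p = 3.90e-07), *hsp60* (Afu2g09290) with 2.62 (SE 0.21). With DFP on glucose + peptone 5 of 8 oligopeptide transporter genes fell (Fisher's exact p = 6.35e-04) and 5 of 6 hydrophobin genes (p = 8.21e-05), *rodE* with −3.77 (SE 0.30). Of the list results in these paragraphs, that of ribosome biogenesis genes was the only one to change its side of 0.05 in any setting run.

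All 5 tyrosine degradation genes fell with DFP on glucose + peptone, and their DFP response was higher on peptone, a difference between groups (Fisher's exact p = 1.66e-06). In DFP-treated cultures all 5 were higher on peptone, a signal in a list that the paper does not test as such (Fisher's exact p = 7.12e-06). Scaling is argued against, since the median difference of the 5 responses was 4.44 with DESeq2 size factors, 4.46 with TMM and 4.5 with library totals, and so are too few reads, since the lowest count in the 3 DFP-treated libraries on glucose + peptone was 267. A difference shared by all falling genes stays open. The median of the 5 genes lay 2.41 SDs above the median of 0.88 (SD 1.49) of the other 1027 genes that fell with DFP on glucose + peptone. The SD is that of single genes, and this list was singled out among the lists because of this difference, so the comparison decides nothing. A joint response of these neighbouring genes to iron limitation when glucose is present is a candidate explanation that stays open.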

How the results depend on the processing

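All alternatives were set before the data were examined, except scaling to library totals alone, which was added after the share of reads in rRNA genes and in the most abundant genes was seen to differ between groups. Other pseudocounts for the tests, quantile normalization and a constant prior apply to limma on RPKM alone and were not run. Fisher's exact tests of lists kept their side of 0.05 in 1383 cases, lost it in 48 and gained it in 31. Counts stayed within 1.5 times in 548 cases and moved in 6, and correlations and shares of variance stayed within their jackknife error in 397 and moved in 3. For genes named in the text or in the added lists, 69302 calls were kept, 734 were gained and 792 lost. Leaving out a library gave 518 of the gains and 571 of the losses, library totals 94 and 78, and the other settings between 2 and 38 of either. Where a value is given for a setting, the cause was not tested unless the setting itself shows it.

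The call of 1 gene reversed. *aoxA* had a log2FC of 0.23 (SE 0.67) with DFP on peptone and was called at −1.57 (SE 0.60) without DFP replicate 3, while the group of 3 had 1100 ± 1340 RPKM. With any other library left out it had −0.16 to 0.834, and neither there nor in any other setting was it called.

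In the lists of Fisher's exact p, the value with all genes and libraries follows in brackets. With at least 5 RPKM, which leaves fewer members, p was 1 for chitin utilization genes lower with DFP on peptone [9.19e-04] and 0.0478 for chaperone genes lower with H_2_O_2_ on glucose + peptone [0.0533]. With H_2_O_2_ in DFP-treated cultures it was 0.0638 for the Siderophore cluster on glucose + peptone [0.0468], and 0.0769 for catalases and peroxidases [0.0288] and 0.0623 for copper genes [0.0187] on peptone. For antioxidative enzyme genes higher on peptone with DFP + H_2_O_2_ it was 0.117 [0.0293], and 1 cluster was enriched among genes rising with H_2_O_2_ on glucose + peptone [2]. With no filter, Fisher's exact p was 0.0533 for the Siderophore cluster and 0.0531 for glycolysis genes [0.0455] with H_2_O_2_ in DFP-treated cultures on glucose + peptone, and 0.0467 for falling chaperone genes. The added genes of low count lowered Pearson's r between the media to 0.375 for H_2_O_2_ [0.448] and 0.417 for DFP [0.469]. Over genes called in at least 1 response, r for H_2_O_2_ was 0.503.

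With DESeq2 size factors, Fisher's exact p was 0.0502 for the Siderophore cluster, 0.0365 for ergosterol genes falling with H_2_O_2_ in DFP-treated cultures on peptone [0.0788] and 0.0479 for falling chaperone genes. In the fit over the compared groups it was 0.0186 for gliotoxin genes rising with DFP on glucose + peptone [0.0849], 0.0539 for TGG genes with H_2_O_2_ in DFP-treated cultures on glucose + peptone [0.0187] and 0.0339 for ergosterol genes. DESeq2 gave 0.00194 for gliotoxin genes, 0.0466 for Fe-S cluster protein genes with H_2_O_2_ in DFP-treated cultures on peptone [0.136], 0.029 for ergosterol genes and 0.0484 for falling chaperone genes (Fisher's exact test).

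Calls with no fold threshold add small changes in all genes. Fisher's exact p was then 0.045 for antioxidative enzyme genes rising [0.846], 0.105 for catalases and peroxidases falling [0.0015] and 0.27 for iron acquisition genes falling [0.00819] with H_2_O_2_ on glucose + peptone. With H_2_O_2_ on peptone Fisher's exact p was 0.127 for siderophore metabolism [0.00509], 0.00172 for Fe-S cluster protein genes rising [0.181] and 7.74e-04 for heme binding protein genes falling [0.12]. With DFP on glucose + peptone it was 0.157 for zinc transport [0.00552], 0.102 for the TCA cycle [0.00398] and 0.0859 for secreted proteases [0.00916] by Fisher's exact test. With DFP on peptone Fisher's exact p was 0.122 for zinc transport [0.0102], 0.125 for the TCA cycle [0.00439], 0.105 for heme binding proteins [0.0087], 0.00251 for respiration [0.07] and 0.0907 for conidiation genes [0.00674]. In DFP-treated cultures with H_2_O_2_ Fisher's exact p was 0.311 for glycolysis and 0.0791 for gliotoxin genes [7.87e-04] on glucose + peptone. On peptone it was 0.0661 for TGG genes [0.00297], 0.0843 for catalases and peroxidases, 0.147 for copper genes and 0.00175 for ergosterol genes (Fisher's exact test). Between the media, Fisher's exact p was 0.432 for heme binding protein genes lower in untreated cultures [0.0209] and 0.0844 for hydrophobin genes higher with H_2_O_2_ [0.00602].

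With library totals alone, 1833 genes fell with H_2_O_2_ in DFP-treated cultures on peptone [1068]. Fisher's exact p was 0.122 for Fe-S cluster protein genes [0.0263] with H_2_O_2_ on glucose + peptone and 0.0383 for falling heme binding protein genes with H_2_O_2_ on peptone. It was 0.0223 for gliotoxin genes with DFP on glucose + peptone, 0.0412 for falling respiration genes with DFP on peptone, 0.053 for TGG genes, 0.0682 for catalases and peroxidases and 0.00307 for ergosterol genes, by the same exact test and in the comparisons named above. The share of calls that were higher went from 51.5% to 36.8% (364 higher, 624 lower) for H_2_O_2_ on peptone, and from 56% to 36.4% (1051 and 1833) for H_2_O_2_ in DFP-treated cultures on peptone. It went from 47.4% to 34.4% (1125 and 2147) between the media with DFP + H_2_O_2_ and from 46.4% to 31.8% (1037 and 2219) for the difference of H_2_O_2_ responses between the media with DFP. In these 4 the shift of the median log2FC of all genes was −0.134, −0.244, −0.205 and −0.22. It was −0.106 for H_2_O_2_ on glucose + peptone, −0.157 for DFP + H_2_O_2_ against untreated on peptone and −0.11 for the difference of H_2_O_2_ responses with and without DFP on peptone, and under DESeq2 0.109 for H_2_O_2_ in DFP-treated cultures on peptone. The larger direction turned with DESeq2 size factors for DFP + H_2_O_2_ against untreated on peptone (1649 higher, 1584 lower) [1542 and 1703], between the media with DFP + H_2_O_2_ (1612 and 1582) [1520 and 1686] and for the difference of H_2_O_2_ responses between the media with DFP (1554 and 1471) [1416 and 1636]. With library totals it turned for the difference of H_2_O_2_ responses with and without DFP on peptone (1198 and 1328) [1371 and 1088]. Changes on peptone with H_2_O_2_ are therefore relative to a scaling that was not settled.

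Leaving out 1 library at a time changed more. The clusters enriched among genes rising with H_2_O_2_ were 1 to 2 on glucose + peptone (1 without untreated replicate 1) and 2 to 4 on peptone with 6 over all libraries (2 without H_2_O_2_ replicate 1 or 2, 3 without untreated replicate 1), and the rising genes on peptone were 345 to 651. Pearson's r between the media was 0.411 to 0.46 for H_2_O_2_ and 0.437 to 0.48 for DFP, and the first 2 principal components took 34 to 38.3% and 22.7 to 25.6% of the variance. With H_2_O_2_ Fisher's exact p was 1.59e-07 to 0.352 for ribosome biogenesis genes (highest without peptone H_2_O_2_ replicate 3), 0.00332 to 0.499 for heme binding protein genes falling on peptone (lowest without H_2_O_2_ replicate 1) and 0.045 to 0.0583 for chaperone genes falling on glucose + peptone (lowest without untreated replicate 3). With DFP Fisher's exact p was 0.016 to 0.266 for gliotoxin genes on glucose + peptone (under 0.05 without DFP replicate 1 or 2). On peptone it was 8.28e-04 to 0.084 for zinc transport (over 0.05 without untreated replicate 1 or DFP replicate 3) and 0.0382 to 0.079 for respiration (under 0.05 without untreated replicate 1 or 3 or DFP replicate 3), in Fisher's exact test.

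With H_2_O_2_ in DFP-treated cultures on glucose + peptone Fisher's exact p was 0.00545 to 0.105 for the Siderophore cluster (over 0.05 without DFP replicate 2 or DFP + H_2_O_2_ replicate 1 or 3), 0.0316 to 0.119 for glycolysis (without DFP replicate 3 or DFP + H_2_O_2_ replicate 2 or 3) and 0.0103 to 0.0678 for copper genes (without DFP replicate 2). On peptone it was 0.0446 to 0.226 for Fe-S cluster protein genes (under 0.05 without DFP replicate 3) and 0.00582 to 0.0954 for ergosterol genes (without DFP replicate 1 or DFP + H_2_O_2_ replicate 2 or 3) in the exact test. Between the media in untreated cultures Fisher's exact p was 0.0453 to 0.113 for glycolysis (over 0.05 without glucose + peptone replicate 1 or 3 or peptone replicate 1), 0.00542 to 0.149 for DHN-melanin (without glucose + peptone replicate 1) and 0.0245 to 0.079 for secreted proteases (without peptone replicate 3). It was 0.0065 to 0.0535 for catalases and peroxidases with DFP (over 0.05 without glucose + peptone replicate 3) and 0.0143 to 0.0713 for antioxidative enzymes with DFP + H_2_O_2_ (without glucose + peptone replicate 1 or 2 or peptone replicate 3), again by the exact test.

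Replicates share only a number, and whether cultures with 1 number were grown together is not stated. By the methods the peptone cultures were a repeat of the whole experiment, so the media may differ by run as well. With the number as a replicate block, Fisher's exact p for gliotoxin genes rising with DFP on glucose + peptone was 0.017, 507 genes rose with H_2_O_2_ on peptone [503] and 5 clusters were enriched among them [6]. After group means were removed, libraries of different groups correlated with a mean r of 0.0857 when they shared the number and −0.04 when they did not, and 16 of 24 libraries correlated best with their own number. Deviations from a group mean cancel within the group, so the mean r over different numbers is tied to that over equal numbers. It is not separate evidence. Single comparisons were unequal in r between libraries of equal number. The highest set was between the media in H_2_O_2_-treated cultures, with 0.335, 0.269 and 0.293. In most other comparisons the lowest r was negative. For DFP + H_2_O_2_ against DFP on peptone the values were −0.0943, −0.0279 and 0.0215.

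Depth limits genes of few reads. Of the untreated cultures on glucose + peptone, replicates 2 and 3 gave the smallest libraries (9297111 and 8638898 reads). The gliotoxin genes *gliP* (0.112 ± 0.022 RPKM), *gliM* (0.0682 ± 0.0621 RPKM) and *gliG* (0.153 ± 0.14 RPKM) had few reads there, so their fold changes against these cultures rest on few reads. The same holds for the siderophore genes *sidD* (0.127 ± 0.0124 RPKM) and *sidF* (0.181 ± 0.125 RPKM).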

Differences from the paper's values

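Pearson's r between the responses to DFP on the 2 media was 0.469 over 9495 genes, and the paper's value is 0.433. The value came within its error of the paper's with no filter (0.417) and with DESeq2 (0.461), which were set before the data were examined. With DESeq2 only genes to which it gave an adjusted p were kept. It did so too without glucose + peptone untreated replicate 1, 2 or 3 or DFP replicate 2, and without peptone untreated replicate 1 or 3 or DFP replicate 1. It stayed apart over genes called in at least 1 response (0.488), with at least 5 RPKM (0.499), DESeq2 size factors (0.468), the fit over the compared groups (0.468) and the replicate block (0.47). It also stayed apart without glucose + peptone DFP replicate 1 (0.468) or 3 (0.472), and without peptone untreated replicate 2 (0.468) or DFP replicate 2 (0.468) or 3 (0.48).

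Of the gliotoxin cluster genes 3 rose with DFP on glucose + peptone, and the paper's number is 5. Of the alternatives set before the data were examined, DESeq2 gave 5, and the fit over the compared groups and the replicate block gave 4 each, within 1.5 times of the paper's. No filter, at least 5 RPKM and DESeq2 size factors gave 3 each. With single libraries left out the number was 2 to 4, with 4 without DFP replicate 1 or 2. Library totals alone, chosen after seeing the values, gave 4.

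Over 24 genes that the paper names, 288 log2FC values in Table S3 differed from those here by at most 0.10. Of these 5 had the opposite sign, all near 0, and 6 were called differently. In the enrichment tests 24 combinations of list, comparison and direction fell on the other side of 0.05 from the paper's p by Fisher's exact test. DESeq2 put all 24 on the paper's side, the filter of 5 RPKM 11, no filter and DESeq2 size factors 9 each, the fit over the compared groups 7 and the replicate block 2. Library totals, chosen after seeing the values, put 8 there. With DESeq2 the numbers of called genes also equalled those in the paper's text. They were 842 higher and 1036 lower with DFP on glucose + peptone and 485 and 907 on peptone. With H_2_O_2_ they were 531 and 573, and 517 and 455. The differences in counts and in list calls thus go with the choice of tool and its filter.

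Of these 24, the paper's p is under 0.05 for 18 combinations. For ergosterol biosynthesis genes falling with H_2_O_2_ in DFP-treated cultures on peptone the paper's p is 0.0284 and here Fisher's exact p was 0.0788 (0.029 with DESeq2, 0.0365 with its size factors, 0.0339 over the compared groups, 0.00307 with library totals). For Fe-S cluster protein genes in the same comparison Fisher's exact p was 0.136 and the paper's is 0.0451 (0.0466 with DESeq2). Antioxidative enzyme genes falling with H_2_O_2_ on glucose + peptone had Fisher's exact p = 0.053 and the paper's is 0.0407 (0.0438 with no filter, 0.0403 with 5 RPKM, 0.0454 with size factors, 0.0461 with DESeq2, 0.0122 with library totals). The gliotoxin genes above had Fisher's exact p = 0.0849, and the paper's p is 0.00189 (0.0186 over the compared groups, 0.017 with the replicate block, 0.00194 with DESeq2, 0.0223 with library totals). Copper transport genes higher with DFP + H_2_O_2_ than untreated on glucose + peptone had 0.0513, where the paper's p is 0.0198 (0.0222 with no filter, 0.0203 with DESeq2, Fisher's exact test). Of iron acquisition genes, the share higher on peptone with H_2_O_2_ had p = 0.0603 against the paper's 0.0429 (0.0491 with no filter, 0.044 with DESeq2, 0.0494 with library totals) in Fisher's exact test. The share lower with DFP + H_2_O_2_ had p = 0.0584 against the paper's 0.0309 (0.0494 with 5 RPKM, 0.041 with size factors, 0.0319 with DESeq2, Fisher's exact test). Between the media with DFP, Fisher's exact p was 0.0776 for lower glucanase genes, where the paper's is 0.0207 (0.0193 with 5 RPKM, 0.0366 with size factors, 0.0214 with DESeq2), and 0.106 for lower ergosterol genes, where the paper's is 0.0283 (0.0359 with size factors, 0.0327 with the replicate block, 0.0289 with DESeq2).

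For a few combinations p was under 0.05 here alone. Ergosterol genes lower on peptone with DFP + H_2_O_2_ had Fisher's exact p = 0.0223 and the paper's is 0.102 (0.0638 with no filter, 0.123 with size factors, 0.0612 over the compared groups, 0.104 with DESeq2). Glycolysis genes lower with DFP + H_2_O_2_ than untreated on peptone had Fisher's exact p = 0.0402 and the paper's is 0.0503 (0.0861 with 5 RPKM, 0.0678 with size factors, 0.0786 over the compared groups, 0.0516 with DESeq2, 0.052 with library totals). Glucanase genes falling with H_2_O_2_ in DFP-treated cultures on peptone had Fisher's exact p = 0.0466 and the paper's is 0.0531 (0.0925 with 5 RPKM, 0.0544 with DESeq2, 0.194 with library totals). The other combinations were secondary metabolite clusters, of which Afu1g17740 (rising with DFP on both media) and Afu3g13730 (falling with H_2_O_2_ in DFP-treated cultures on peptone) had p under 0.05 here alone in Fisher's exact test.

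The paper places the largest difference between the media in DFP + H_2_O_2_-treated cultures. By genes called it was largest there (3206 genes), but by distance between group means it was largest in H_2_O_2_-treated cultures (1.17 against 1.1). By multidimensional scaling the paper describes antioxidative enzyme genes as more dependent on DFP on peptone. In the 2 dimensions of the scaling the distance made by DFP was larger on peptone here too, with 3.95 against 2.04 on glucose + peptone without H_2_O_2_ and 11.1 against 4.97 with it. Over all these genes it was 1.24 on glucose + peptone and 1.15 on peptone without H_2_O_2_, and 1.31 and 2 with it. The paper's text counts *aoxA* among the genes that rose with H_2_O_2_ in DFP-treated cultures. Its log2FC was −0.51 (SE 0.67) on glucose + peptone and −1.07 (SE 0.68) on peptone, with adjusted p of 0.509 and 0.169 in edgeR's quasi-likelihood test. The DFP-treated cultures on peptone differed widely in *aoxA*, so the value on peptone depends on single cultures. The paper's Table S3 gives negative values for both media, with −0.49 on glucose + peptone. The 4 other genes named beside it, *ccp1*, *trxA*, *trr1* and *aspf3*, rose on both media.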

Other observations

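Secreted proteases and peptidases release the peptides and amino acids that cultures on peptone live on, and some of their genes differed between the media or changed with stress. Of 13 such genes, listed before any count was compared, 5 were higher on peptone, 3 were lower and 5 did not pass the test (5 higher and 3 lower when adjusted over the list alone) in untreated cultures (Fisher's exact p = 0.0272 for the higher ones, and 0.079 without peptone replicate 3). The aminopeptidase gene *lap2* (4.14, SE 0.18) and the dipeptidyl peptidase genes *dppIV* (2.45, SE 0.14) and *dppV* (Afu2g09030, 1.55, SE 0.13) were higher on peptone, while the alkaline protease gene *alp1* (Afu4g11800, −4.37, SE 0.20) and the aspartic protease gene *pep1* (Afu5g13300, −3.92, SE 0.13) were lower. With DFP on glucose + peptone 1 rose, 5 fell and 7 did not pass the test (1 rose and 5 fell when adjusted over the list alone), with a Fisher's exact p = 0.00916, adjusted p = 0.0658, with p = 0.0859 without the fold change limit, and *alp1* went from 375 ± 106 to 25.3 ± 4.94 RPKM. With H_2_O_2_ on peptone 0 rose, 2 fell and 11 did not pass the test (0 rose and 2 fell when adjusted over the list alone). With DFP + H_2_O_2_ against untreated on peptone 0 rose, 8 fell and 5 did not pass the test (0 rose and 8 fell when adjusted over the list alone), with a Fisher's exact p = 5.75e-04, adjusted p = 0.00772, *sedE* (Afu7g06220) with −3.30 (SE 0.26) among them.

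Chaperone genes responded to H_2_O_2_ differently on the 2 media, as the test of the difference shows (7 of 14 with a higher response on peptone without DFP). On glucose + peptone the share of falling genes had a Fisher's exact p = 0.0533 (0.0467 with no filter, 0.0478 with 5 RPKM, 0.0479 with size factors, 0.0484 with DESeq2 and 0.045 without untreated replicate 3), and *bipA* (−1.66, SE 0.14), *lhs1* (Afu1g15050, −1.67, SE 0.12) and *clxA* (Afu4g12850, −1.09, SE 0.09), which serve protein folding in the endoplasmic reticulum and were grouped so after their values were seen, fell. On peptone 7 rose, 0 fell and 7 did not pass the test (7 rose and 0 fell when adjusted over the list alone) of 14 chaperone genes (Fisher's exact p = 2.78e-06, adjusted p = 9.12e-05), among them *hsp90* (Afu5g04170, 1.64, SE 0.23), *hsp60* (1.66, SE 0.20) and *ssc70* (Afu2g09960, 1.49, SE 0.19), while *bipA* had 0.58 (SE 0.14). Of 5 conidiation genes with DFP on peptone 0 rose, 3 fell and 2 did not pass the test (0 rose and 3 fell when adjusted over the list alone), with a Fisher's exact p = 0.00674, adjusted p = 0.0513, with p = 0.0907 without the fold change limit, the regulator gene *brlA* with −2.23 (SE 0.14). With H_2_O_2_ on glucose + peptone, 0 rose, 3 fell and 3 did not pass the test (0 rose and 3 fell when adjusted over the list alone) of 6 hydrophobin genes (Fisher's exact p = 0.00426, adjusted p = 0.0366).

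Of 16 proteasome subunit genes at most 2 were called in any of the 12 comparisons, both higher on peptone with DFP + H_2_O_2_, *rpn8* (Afu1g07540) with 1.67 (SE 0.12) and *rpt4* (Afu6g06780) with 1.18 (SE 0.11). Of 19 peroxisome biogenesis genes, the H_2_O_2_ response in DFP-treated cultures was higher on peptone for 8 (Fisher's exact p = 0.0039), with *pex13* (Afu8g05160) at 1.62 (SE 0.12) on peptone. Of 8 chitin synthase genes at most 3 were called in any comparison, with DFP + H_2_O_2_ against untreated on peptone, and no share of them had p under 0.05 in Fisher's exact test.

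The splits of libraries and the tests of scaling and of replicates were chosen after the results were seen. In each of the 12 comparisons, 3 and 3 libraries can be split in 10 ways, too few for a share under 0.05, and as many genes were called in 1 of 10 splits, the real one. By edgeR's quasi-likelihood test, the real split on glucose + peptone called 1119 genes with H_2_O_2_, 1880 with DFP, 3185 with DFP + H_2_O_2_ against untreated and 2555 with DFP + H_2_O_2_ against DFP, and the highest other split called 0 in each. At an unadjusted p under 0.05 by edgeR's test and the same fold, the highest other splits held 76, 186, 115 and 181 genes. On peptone the real counts were 977, 1385, 3245 and 2425, the highest other counts 107, 20, 0 and 1, and the unadjusted ones 225, 222, 166 and 126. Between the media, in untreated, H_2_O_2_-treated, DFP-treated and DFP + H_2_O_2_-treated cultures, the real counts were 2303, 2525, 1720 and 3206, the highest other counts 1, 0, 0 and 0, and the unadjusted ones 207, 147, 205 and 92. The other splits put unlike cultures into 1 group, which raised the common dispersion from 0.0193 to medians of 0.0333 to 0.083. This lowers the number of calls, so the low counts of the other splits do not settle whether chance can be excluded. No other tool was run on these splits.

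With H_2_O_2_ in DFP-treated cultures on peptone, 56% of the calls were higher with TMM, 63% with DESeq2 size factors and 36.4% with library totals. A few abundant genes taking many reads are argued against as the whole cause. The 10 most abundant genes took 11.62, 11.50 and 12.26% of the reads in DFP + H_2_O_2_-treated cultures on peptone and 4.84 to 8.17% in the other libraries, and with these genes left out of the totals 42.5% of the calls were higher (1144 of them, and 1546 lower). After the 6 libraries were thinned to the smallest, 36.9% of the calls were higher (1048 and 1795). Thinning keeps each gene's share of its library, so this result cannot decide on unequal depth. A change in the amount or make-up of total RNA under the combined stress may move the totals, which stays open because no external standard is in the table.

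The 136 genes that rose with H_2_O_2_ on both media differed between replicates of 1 group. Replicate 3 minus replicate 1 gave these genes a median that exceeded that of all genes by 0.569 in untreated, 0.705 in H_2_O_2_-treated and 0.705 in DFP-treated cultures on peptone, and by 0.261, 0.219 and 0.172 on glucose + peptone. In the DFP + H_2_O_2_ groups it was 0.0224 on glucose + peptone and 0.00163 on peptone. For a stress state shared by cultures of 1 number, the excess had to pass 0.2 in 3 of the 4 groups with DFP, and it did so in 1. The libraries of these groups were not in the comparisons that chose the genes. The limits were set after the values were seen, and the DFP group on glucose + peptone lay just under 0.2. Whether cultures of 1 number shared such a state is therefore not settled. The excess of the DFP group on peptone was 0.761 after its 3 libraries were thinned to 1 depth. Thinning keeps each gene's share of its library, so this value cannot decide on depth. What made these cultures differ stays open.

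rRNA genes took 0.996, 1.169 and 0.925% of the reads in the DFP + H_2_O_2_-treated cultures on glucose + peptone and 1.282% in DFP replicate 1 on peptone, against 0.034 to 0.501% in the other 20 libraries. Of the largest libraries, H_2_O_2_ replicate 1 on peptone had 30464758 reads, DFP replicate 1 on peptone 32119129 and DFP + H_2_O_2_ replicate 3 on peptone 39671408.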
